# Gut REG3γ-Associated *Lactobacillus* Induces Anti-inflammatory Macrophages to Maintain Adipose Tissue Homeostasis

**DOI:** 10.3389/fimmu.2017.01063

**Published:** 2017-09-04

**Authors:** Yugang Huang, HouBao Qi, Zhiqian Zhang, Enlin Wang, Huan Yun, Hui Yan, Xiaomin Su, Yingquan Liu, Zenzen Tang, Yunhuan Gao, Wencong Shang, Jiang Zhou, Tianze Wang, Yongzhe Che, Yuan Zhang, Rongcun Yang

**Keywords:** REG3γ, macrophage, STAT3, *Lactobacillus*, gut microbiota

## Abstract

Gut microbiota may not only affect composition of local immune cells but also affect systemic immune cells. However, it is not completely clear how gut microbiota modulate these immune systems. Here, we found that there exist expanded macrophage pools in *huREG3*γ^*tgIEC*^ mice. REG3γ-associated *Lactobacillus*, which is homology to *Lactobacillus Taiwanese*, could enlarge macrophage pools not only in the small intestinal lamina propria but also in the spleen and adipose tissues. STAT3-mediated signal(s) was a critical factor in the *Lactobacillus*-mediated anti-inflammatory macrophages. We also offered evidence for critical cellular links among REG3γ-associated *Lactobacillus*, tissue macrophages, and obesity diseases. Anti-inflammatory macrophages in the lamina propria, which are induced by REG3γ-associated *Lactobacillus*, may migrate into adipose tissues and are involved in resistance against high-fat diet-mediated obesity. Thus, REG3γ-associated *Lactobacillus*-induced anti-inflammatory macrophages in gut tissues may play a role in adipose tissue homeostasis.

## Introduction

The alteration of gut homeostasis is often associated with the onset of metabolic diseases such as obesity (1–4). The gut immune system plays an essential role in the maintenance of gut immune homeostasis with resident microbial communities (5, 6). The gut-resident macrophages, one of the largest populations of macrophages (Mϕ), are a main contributor of gut homeostasis (7–9). Macrophages may harbor a variety of surface and intracellular receptors, multiple signal transduction pathways, and complex, adaptable arrays of gene expression (10). There mainly are two main macrophage groups designated as M1 (inflammatory Mϕ) and M2 (anti-inflammatory Mϕ). Gut monocyte-derived macrophages are sessile cells and anti-inflammatory in nature (11). These gut tissue-resident macrophages are generally characterized as MHCII(+) F4/80(+)CD11c(+) CD11b(+)CD103(−)CX3CRl(+)CD64(+) cells (6). They may produce an anti-inflammatory cytokine interleukin (IL)-10 and induce regulatory T cells (8). These resident Mϕs maintain their anti-inflammatory signature even when stimulated *via* Toll-like receptors (TLRs) and other triggers (12). However, it is unclear how gut maintains gut macrophages in anti-inflammatory situation and/or how to cause accumulation of these macrophages in gut tissues.

The mounting evidence indicates importance of gut microbiota/immune cell interactions in immune homeostasis. Intestinal microbiota and/or their metabolitics may actively regulate the host’s immune system. The interactions with different components of microbiota are crucial to the establishment and development of gut immune cell populations in gut tissues (5, 13–16). Thus, it is possible that the gut anti-inflammatory macrophages in gut tissues may be induced by gut microbiota and/or their metabolitics. Intestine-resident macrophages are derived from monocytes, and the monocytes may differentiate into tissue macrophages in the healthy intestinal lamina propria (LP) (9, 17). Recent studies have showed that microbiota may regulate the gut macrophage pools (9). Administration of broad-spectrum antibiotics to conventionally reared wild-type (WT) mice could result in small, but significant reductions in the numbers of the Ly6C(hi)MHCII(−) and Ly6C(+)MHCII(+) monocyte-like subsets in the colon (9). All the monocyte-macrophage subsets were showed to be strikingly fewer in the colon of adult germ-free (GF) mice compared with conventionally housed controls (9). These studies indicate that gut microbiota may be necessary to maintain the homeostasis of intestinal-resident anti-inflammatory macrophages.

REG3γ is a secreted antibacterial lectin, one class of antimicrobial peptides that are expressed in the gut epithelial Paneth cells. Mouse Reg3γ and its human counterpart are direct antimicrobial proteins that bind to their bacterial targets *via* interactions with peptidoglycan carbohydrate (18). Furthermore, knockout of REG3γ affects mucus distribution and promotes mucosal inflammatory responses to the microbiota and enteric pathogens in the ileum (19). Here, we found that gut anti-inflammatory macrophage pools in gut REG3γ-overexpressing mice are significantly larger than WT mice. By using human REG3γ transgenic (*huREG3*γ*^tgIEC^* mice) mice, we identify one strain of bacteria, named as *Lactobacillus NK318.1*, which may directly modulate the differentiation of gut macrophages and enlarge gut macrophage pools not only in gut tissues but also in spleen and adipose tissues. Meanwhile, we also found a critical cellular link among REG3γ-associated *Lactobacillus*, tissue macrophages, and obesity diseases. Gut REG3γ-associated *Lactobacillus* may have capacities to impede the onset of obesity through increased gut anti-inflammatory macrophages.

## Materials and Methods

### Reagents

Anti-mouse phosphor-STAT3 (EP2147Y, Abcam), phosphor-NF-κB (pp65) (sc-52401, Santa), phosphor-JNK (pJNK)(9H8), phosphor-ERK (pERK)(197G2), STAT3 (124H6, Cell Signaling), NF-κBp65 (sc8008, Santa), JNK (SC), ERK(137F5), and β-actin (sc-47778, Santa) were purchased. FITC-, PE-, APC- APC/cy7-, PerCP/Cy5.5-, or PE/cy7-conjugated anti-mouse CD4 (RM4-5, Biolegend), CD8 (ZUT270.5, Biolegend), CD45.1 (30-F11, Biolegend), MHCII (I-A/I-E, M5/114.115.2, Biolegend), CD11c (MCA1441GA, Biolegend), CD11b (M1/70, eBioscience), F4/80 (BM8, Biolegend), CD206 (CO68C2), Gr-1(RB6-8C5, eBioscience), IL-10 (JES5-16E3, eBioscience), Foxp3 (MF23, eBioscience), IL-22 (140301, R&D system), IFNγ (XMG1.2, Biolegend), RORγt (AFKJS-9, eBioscience), IL-17A (eBio17B7, eBioscience), and CD3ζ (H146-968, Abcam) antibodies were purchased. Anti- REG3γ (PA517, Thermo) and anti-MUC2 (H300, Santa) were also purchased. FITC-, PE-, APC- APC/cy7-, PerCP/Cy5.5-, or PE/cy7-conjugated isotypic controls were from Biolegend. RPMI1640, DMEM, *fetal bovine serum* (FBS), and antibiotics were obtained from HyClone. Alexa fluor 488-conjugated goat anti-rabbit IgGH&L and Alexa fluor 594-conjugated goat anti-rabbit IgGH&L (Abcam) were also purchased. 7-AAD was from Abcam.

*Lactobacillus reuteri* (ATCC PTA 4659) was a gift of BioGaaia, Sweden.

### Mice, HuREG3γ Transgenic Mice

Four- to six-week-old male or female C57BL/6, OT-I, OT-II, CD45.1, and *TLR2^−/−^* mice were obtained from Nanjing Animal Center. The FVB-GFP/Fluc mice were kindly offered by Prof. Zongjin Li in Nankai University. C57BL/6 GF mice were generated by Shanghai SLAC Laboratory Animal Co. Ltd. All experiments for C57BL/6 GF mice were performed in Shanghai SLAC Laboratory Animal Co. Ltd.

For the preparation of *huREG3*γ*^tgIEC^* mice, HD5 promoter, which may specifically promote the REG3γ expression in gut epithelial cells, was conjugated into Pinsulator–pHD5-promoter-CDS-poly plasmid. This conjugation was demonstrated by primers (REG3γ-HD5-tF: CATCCAACTCCAGGACGGAGTC and REG3γ-HD5-tR: CACCTGTAACATTGGCACTTTG) and sequencing using primers (Promoter-cx tF: GTTTGCTGGGTCAGAACTGA and Promoter-cx tR: GTAATTTAGGTGCGTACAGCC). Then the fragment of REG3γ-CDS and polyA were cloned into HD5 promoter-pinsulator. This conjugation was demonstrated using primers (REG3γ-PA-tF: CTTCCTGTGCAAGTACCGACC and REG3γ-PA-tR: GGTGTCTGCAGGCTCAAAGAG) and sequencing using the primers (HD5-Test-Tf: CTGTCTCAGGTCTTCTCCCAG and REG3γ -PA-F: GATCTTTTTCCCTCTGCCAAA). REG3γ transgenic mice were identified using the following primers (42: CTAGGCCACAGAATTGAAAGATCT and 43: GTAGGTGGAAATTCTAGCATCATCC, which produced 324 bp band). For experimental mice, WT mice first bred to *huREG3*γ*^tgIEC^* mice, and then *huREG3*γ*^tgIEC^* mice and their littermate WT mice were co-housed or separated into different cages after 4 weeks based on the experimental purpose.

All experimental litters were bred and maintained under specific pathogen-free (SPF) conditions in Nankai University. Experiments were carried out using age- and gender-matched mice. All the procedures were conducted according to the Institutional Animal Care and Use Committee of the Model Animal Research Center. Animal experiments were approved by the Institute’s Animal Ethics Committee of Nankai University. All experimental variables such as husbandry, parental genotypes, and environmental influences were carefully controlled. For high-fat diet-mediated obesity model, the experiments were strictly performed according to guidelines suggested by Stappenbeck and Virgin (20). Human samples were approved by the Institute’s Human Ethics Committee of Nankai University and agreed by individuals that offer fecal samples.

### Mouse Models

For microbiota transplantation, 6- to 8-week-old mice were treated with pan-antibiotics [ampicillin (A, 1 g/l, Sigma), vancomycin (V, 0.5 g/l), neomycin sulfate (N, 1 g/l), and metronidazole (M, 1 g/l)] *via* the drinking water. Water containing antibiotics was exchanged every 3 days. To confirm the elimination of bacteria, stool was collected from antibiotic-treated and untreated mice and cultured in anaerobic and aerobic conditions. The bacteria were counted under microscope. Then cecal contents from detergent treated mice or bacteria (1 × 10^9^) were suspended in 1 ml PBS with 30% glycerol. Mice (4 weeks old) were removed from the isolator and were orally administered 200 ml of fecal suspension or bacteria made using glycerol stocks.

For high-fat diet model, 6- to 8-week-old male mice and their control littermates were fed using high-fat diet (D12492, protein 26.2%, carbohydrate 26.3%, and fat 34.9%) and control diets (D12450B, 60% of calories may be derived from fat), which was from Research Diets, Inc. (NJ, USA).

For STAT3 inhibitor cucurbitacin I (JSI-124; Sigma Aldrich) treatment, pan-antibiotics-treated mice were infused with *Lactobacillus* NK318.1 (once/3 days, twice). Meanwhile, mice were treated ip with 1 mg/kg/of JSI-124 for 2 weeks (once/day).

For infusion of macrophages, mice before and after feeding high-fat diet were injected in tail vein using freshly isolated macrophages (1 × 10^6^/mice at day 0 and then once per week).

### Gut Microbiota

Gut microbiota was analyzed by Majorbio Biotechnology Company (Shanghai, China) using primers that target to the V3–V4 regions of the 16S rRNA. Once the PCR for each sample was completed, the amplicons were purified using the QIAquick PCR purification kit (Qiagen, Valencia, CA, USA), quantified, normalized, and then pooled in preparation for emulsion PCR followed by sequencing using Titanium chemistry (Roche, Basel Switzerland) according to the manufacturer’s protocol. In the first step of data processing, the generated sequence data were de-convolved using the sample barcodes to identify sequences from each of the samples. Barcode, primer, and adaptor sequences were also trimmed as part of this step. PCR artifacts “chimeras” were identified using the ChimeraSlayer program (http://microbiomeutil.sourceforge.net; reference http://genome.cshlp.org/content/21/3/494.long) and removed prior to downstream analysis. The resulting de-convoluted and filtered sequence data were assigned taxonomy (to the genus level) using the Ribosomal Database Project classifier, and the genera classifications were used to generate a sample genus count matrix. Operational Taxonomic Unit (OTU) analysis of these sequences was performed as follows: sequences were processed (trimmed) using the Mothur software and subsequently clustered at 97% sequence identity using cd-hit to generate OTUs. The OTU memberships of the sequences were used to construct a sample-OTU count matrix. The samples were clustered at genus and OTU levels using the sample genus and sample-OTU count matrices, respectively. For each clustering, Morisita-Horn dissimilarity was used to compute a sample distance matrix from the initial count matrix, and the distance matrix was subsequently used to generate a hierarchical clustering using Ward’s minimum variance method. The Wilcoxon Rank Sum test was used to identify OTUs that had differential abundance in the different sample groups. Bacterial DNA sequencing data have been uploaded to the Sequence Read Archive database in NCBI with accession number SAMN04569211 and SAMN04569229.

For absolute numbers of gut microbiota, 16S rRNAs were extracted and then amplified using phylum such as *Firmicutes, Bacteroidetes*, or genus-specific primers (Table S1 in Supplementary Material). The concentration of each product was detected and then exchanged into copy numbers. The purified products were diluted into 10^2^–10^8^ copies/ml and then analyzed by quantitative real-time PCR (qRT-PCR), and then standard curve was prepared based on the CT value and concentration. Other sample DNAs were amplified by qRT-PCR, and the exact copy number was counted based on the molecules. 100 mg of stool was suspended in 900 µl of cysteine–peptone–water solution and homogenized. For quantification of mucosa-associated bacteria, total DNA was isolated from PBS-washed and weighted gut tissue using DNeasy Blood & Tissue Kit (Qiagen). DNA was then subjected to quantitative PCR as described above, and results are expressed as bacteria number per milligram of gut tissue, using a standard curve. Primers used were listed in Table S1 in Supplementary Material.

### *Lactobacillus* Isolation and Culture

For lactobacillus isolation, 100 mg fresh fecal samples were collected and diluted in 2 ml BPS solution, cultured on Rogosa SL selective medium (Sigma Aldrich) for *Lactobacillus* enumeration, and then colonies were identified and purified for 16S ribosomal DNA sequence analyses for the speciation of colonial genotype. The lactobacilli were cultured in deMan, Rogosa, Sharpe (MRS; 3M Health Care, St. Paul, MN, USA) media and also grown on MRS agar containing either 10% sucrose. Anaerobic conditions were generated with sachets of AnaeroPack-Anaero (Mitsubishi Gas Chemical, Japan) in an air-tight jar. At 24 h of cultivation in liquid media, *Lactobacillus NK318.1* could reach 1 × 10^9^ CFU/ml.

### Immunostaining of Mucins and Localization of Bacteria by Fluorescent *In Situ* Hybridization

Mucus immunostaining was paired with fluorescent *in situ* hybridization (FISH) to analyze bacteria localization at the surface of the intestinal mucosa. In brief, ileum and colonic tissues (proximal colon, second centimeters from the cecum) containing fecal material were placed in methanol-Carnoy’s fixative solution (60% methanol, 30% chloroform, and 10% glacial acetic acid) for a minimum of 3 h at room temperature (RT). Tissue were then washed in methanol, ethanol, ethanol/xylene (1:1), and xylene, followed by embedding in paraffin with a vertical orientation. 5-mm sections were cut and dewaxed by preheating at 60°C for 10 min, followed by bathing in xylene at 60°C for 10 min, xylene at RT for 10 min, and 99.5% ethanol for 10 min. The hybridization step was performed at 50°C overnight with an EUB338 probe (59-GCTGCCTCCCGTAGGAGT-39 with a 5′ Cy3 label) diluted to a final concentration of 0.01 µg/ml in hybridization buffer (20 mM Tris–HCl, pH7.4, 0.9 M NaCl, 0.1% SDS, 20% formamide).

For *Lactobacillus*, the hybridization step was performed at 60°C overnight with an RNA probes (Lac663: FAM-O-ACATGGAGTTCCACT) diluted to a final concentration of 0.01 µg/ml in hybridization buffer [10% dextran sulfate (wt/vol), 10 mM NaCL, 30% (vol/vol) formamide, 0.1% (wt/vol) Ficoll, 5 mM Na_2_EDTA, 0.1% (wt/vol) SDS, 0.1% (vol/vol)triton X-100, 50 mM Tris–HCl, pH = 7.4]. After washing for 10 min in wash buffer (wash solution: 2× SSC, 0.1% Tween-20) and 10 min in PBS, block solution (5% FBS in PBS) was added for 30 min at 50°C. Mucin 2 primary antibody (rabbit H300, Santa) was diluted to 1:1,500 in block solution and applied overnight at 4°C. After washing in PBS, block solution containing anti-rabbit secondary antibody diluted to 1:1,500 was applied to the section for 2 h. After washing in PBS, slides were mounted using Prolong anti-fade mounting media (Life Technologies). Nuclei were stained using Hoechst 33342. Observations were performed with a Zeiss LSM 700 confocal microscope with software Zen 2011 version 7.1. This software was used to determine the distance between bacteria and the epithelial cell monolayer, as well as the mucus thickness.

#### Microarray

Total RNA was extracted using Trizol (Life technologies, Carlsbed, CA, USA) according to the manufacturer’s instructions. Contaminating DNA was removed using RNeasy spin columns (Qiagen, Valencia, CA, USA). The quality of isolated RNA samples was evaluated with an Agilent Bioanalyzer 2100 (Agilent technologies, Santa Clara, CA, USA), and the purified RNA was quantified using a NanoDrop ND-1000 spectrophotometer (Infinigen Biotechnology Inc., City of Industry, CA, USA). An Affymetrix GeneChip Hybridization Oven 640 and Gene Array Scanner 3000 were used to perform microarray analysis. The R software (v.2.13.0) platform was applied to analyze the microarray data, and the limma (linear regression model) package was used to statistically analyze differentially expressed genes (21, 22). The expression levels of mRNAs at each time point were compared with control. Genes having a fold change >2 or <−2 and an adjusted *p* < 0.05 were considered as differentially expressed.

For bioinformatic analysis, bioinformatic analysis tools, including Euclidean distance calculation, hierarchical clustering, PCA, GO, KEGG, and IPA, were applied to investigate differentially expressed genes PNI. Briefly, Euclidean distance calculation was performed using the HeatMapImage GenePattern module, and hierarchical clustering was computed with the Euclidean distance measure using the hierarchical clustering module from GenePattern. PCA was performed using “Population PCA” tool from Harvard Medical School. Database for Annotation, Visualization, and Integrated Discovery bioinformatic resources were used to systematically screen differentially expressed genes and to enrich significant GO categories and KEGG pathways. IPA was performed to identify and connect differentially expressed transcription factors. For microarray GEO accession number GSE98819, see https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE98819.

#### Macrophage Functions

For arginase activity, cells were lysed for 30 min with 100 µl of 0.1% Triton X-100 at 4°C. Following lysis, 100 µl of 25 mM Tris–HCl and 10 µl of 10 mM MnCl_2_ were added, and the mixture was heated for 10 min at 56°C. Subsequently, the lysates were incubated with 100 µl of 0.5 M l-arginine (pH 9.7) at 37°C for 120 min. The reaction was stopped with 900 µl of H_2_SO_4_ (96%)/H_3_PO_4_ (85%)/H_2_O (1:3:7). Urea concentration was measured by absorbance at 540 nm after addition of 40 µl of 9% α-isonitrosopropiophenone, followed by heating at 95°C for 30 min. A standard curve was generated by serial dilution of 120 mg/ml urea. Arginase activity (Unit) was defined by the amount enzyme that catalyzes the formation of 1 μg of urea per minute.

For nitric oxide production, nitric oxide in culture supernatant was assayed using Griess Reagent System. Equal volumes of supernatant (50 µl) and sulfanilamide solution (1% sulfanilamide in 5% phosphoric acid) were incubated at RT for 5–10 min, followed by addition of 50 μl of NED solution (0.1% *N*-1-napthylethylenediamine dihydrochloride). After incubation for 10 min at RT, absorbance at 550 nm was measured. Nitrite concentrations were quantified by comparing the absorbance values to a standard curve generated by serial dilution of 100 μM sodium nitrite.

For H_2_O_2_ production, production of H_2_O_2_ was evaluated using Amplex Red Hydrogen Peroxide/Peroxidase Assay Kit (Invitrogen). Briefly, 1 × 10^4^ cells were resuspended in Hanks Balanced Salt solution. After addition of phorbol 12-myristate 13-acetate (PMA) (30 ng/ml), the absorbance at 560 nm was measured using a microplate reader at 37°C. Absorbance values for the test samples were normalized to a standard curve generated by serial dilutions of 10 mM H_2_O_2_.

For T cell suppression assay, round bottom 96-well plates were coated with anti-CD3/CD28 antibody (BD Pharmingen, CA, USA) in PBS at 0.5 µg/ml at 4°C overnight. 1 × 10^6^ CD4^+^ or CD8^+^ T cells were purified from normal splenocytes with microbeads and stained with 10 µM CFSE (Invitrogen, Carlsbad, CA, USA) for 1 min at 37°C and co-cultured with 5 × 10^4^ isolated macrophages for 3 days in anti-CD3/CD28 antibody-coated 96-well plates at 1 × 10^6^ cells/ml in the presence of 2 ng/ml IL-2 with RPMI 1640 medium, containing 5% FBS, 100 IU/ml penicillin 100 μg/ml streptomycin. CFSE-stained CD4 or CD8 T cells were analyzed at channel 1 (FL1).

For CD3-ζ Chain staining, T cell surface marker (CD4 and/or CD8) staining was performed prior to fixation, and then cells were washed with PBS twice, followed by fixed with 1% paraformaldehyde in PBS for 15 min, permeabilized with 0.1% Triton X-100 for 10 min, and then washed in PBS. The fixed and permeabilized cells were incubated in 2% BSA/PBS for 30 min to block non-specific binding. After washing, the cells were incubated with anti-CD3-ζ mAb for 1 h. All steps were performed at 4°C. Cells were analyzed on a FACScan flow cytometer.

For intracellular signal inhibition, freshly isolated macrophages were exposed to heated-dead *Lactobacillus NK318.1* with NFκB inhibitor (QNZ, 20 nM), JNK inhibitor (JNK-IN-8, 1 μM), ERK inhibitor (SCH772984, 10 nM), and STAT3 inhibitor cucurbitacin I (JSI-124, 3 µM), respectively.

#### Flow Cytometry

Single-cell suspensions of mesenteric lymph nodes (MLNs), Peyer’s patches (PP), and spleen of mice were prepared by mashing in a cell strainer (70 mm), stained, and analyzed by flow cytometry. For the staining of LP lymphocytes, gut epithelial cells were first removed away using 5 mM EDTA and then digested in RPMI 1640 with 5% FBS and 1 mg/ml collagenase IV and 1 mg/ml dispase (Invitrogen) for 1 h at 37°C. LP cells were filtered to minimize mucus contamination and purified using Percoll gradient, then stained, and analyzed by flow cytometry. Dead cells were eliminated through 7-AAD staining.

For intracellular staining, the cells were cultured and stimulated for 16 h with 50 ng/ml PMA (Sigma) and 1 µg/ml ionomycin (Sigma) in the presence of GolgiStop (10 ng/ml, BD Biosciences). After incubation for 16 h, cells were washed in PBS, fixed in Cytofix/Cytoperm, permeabilized with Perm/Wash buffer (BD Biosciences), and stained with FITC-, PE-, APC- APC/cy7-, PerCP/Cy5.5-, or PE/cy7-conjugated antibodies.

Except special indication, the cells from LP, PP, MLN, and adipose tissues were gated according to gated strategy in Figure S2 in Supplementary Material.

#### Immunostaining

5-µm-thick sections were prepared from the frozen tissue and fixed in acetone (−20°C) for 10 min. After rehydration in PBS for 5 min and further washing in PBS, tissue sections were blocked with 1% (w/v) BSA and 0.2% (w/v) milk powder in PBS (PBS-BB). The primary antibody was added in PBS-BB and incubated overnight at 4°C. After PBS washing (three times, 5 min each), tissue was detected with DAB kit or fluorescence-labeled second antibody. Nuclei were stained by DAPI.

#### Detection of IL-10, Arginase-1, H_2_O_2_, and NO

Gut tissue was milled in liquid nitrogen and then lysed with non-denatured tissue lysis solution (Cat#: R0030, Solarbio, Beijing, China). 50 µl lysate was subjected to IL-10, arginase-1, H_2_O_2_, and NO detection with mouse IL-10 ELISA kit (Cat#: CME0016, 4A biotech, Beijing China), arginase-1, H_2_O_2_, and NO Kit.

#### Metabolism Experiments

For glucose and insulin tolerance, after 5 h fasting, baseline blood glucose levels were measured using a Nova Max Plus GlucoseMeter. Mice were then injected intraperitoneally with 2 g glucose per kilogram body weight in sterile PBS or with 0.5 U insulin per kilogram body weight (Sigma, St. Louis, MO, USA), and blood glucose levels were measured 30, 60, 90, and 120 min after injection.

Serum glucose (Glu), cholesterol (CHO), and triglyceride (TG) were analyzed using blood biochemical Analyzer (GRT-3006).

#### Western Blotting

Cell lysates were denatured and subjected to SDS-PAGE and then were transferred to PVDF membranes. The membranes were incubated with the primary antibody, followed by hybridization with the secondary HRP-conjugated antibody. Detection was performed using an enhanced chemiluminescence assay with Lumi-Glo reagents (Millipore).

#### RT-PCR and qRT-PCR

Total RNA was extracted from the cells, tissues, and organs using TRIzol reagent (Invitrogen). First-strand cDNA was generated from total RNA using oligo-dT primers and reverse transcriptase (Invitrogen Corp). The PCR products were visualized on 1.0% (wt/vol) agarose gels. qRT-PCR was conducted using QuantiTect SYBR Green PCR Master Mix (Qiagen) and specific primers in an ABI Prism 7000 analyzer (Applied Biosystems). GAPDH mRNA expression was detected in each experimental sample as an endogenous control. All the reactions were run in triplicate. The primers used in this study were listed in Table S1 in Supplementary Material.

### Statistical Analysis

Student’s *t*-test, one-way analysis of variance, and the Mann–Whitney U test were used to determine significance. A 95% confidence interval was considered significant and was defined as *p* < 0.05. *p < 0.05, **p < 0.01, and ***p < 0.001.

## Results

### REG3γ Overexpression Causes Altered Composition of Gut Microbiota and Enlarged Macrophage Pools

Gut epithelial cells that produce bacteria-killing substance may affect the composition of gut microbiota (23, 24). REG3γ, a kind of bacteria-killing substance, may target Gram-positive bacteria (18). However, *Reg3*γ^−/−^ mice do not exhibit significant alterations in gut luminal bacterial communities (25). Interestingly, in *Reg3*γ*^tgIEC^* mice, there exist significant differences in the composition of gut microbiota not only in gut mucus layer but also in luminal microbiota (24). Thus, REG3γ overexpressing mice offer a model to found some bacteria, which may potentially affect gut immune cell populations. We generated gut epithelial cell-restricted human REG3γ transgenic (*huREG3*γ*^tgIEC^*) mice. Human REG3γ (Gene ID: 130120) is selectively expressed in mouse gut epithelial Paneth cells under the HD5 promoter (26). Consistent with other data (25), REG3γ could increase spatial space to segregate bacteria from gut epithelial cells. We compared the composition of gut microbiota of *huREG3*γ*^tgIEC^* mice and their WT littermate mice by sequencing 16S rRNAs (V3–V4 regions) in pooled small intestine contents in male WT and *huREG3*γ*^tgIEC^* mice and observed dramatic changes of the gut microbiota in mice fed with standard chow (Figure 1A). Although the antibacterial activity of REG3γ is restricted to Gram-positive bacteria (18), the proportion of *Lactobacillus genus* (Gram positive) was higher in *huREG3*γ*^tgIEC^* mice than those in WT mice, consistent with the results from mouse *Reg3*γ*^tgIEC^* mice (24). The high proportion of *Lactobacillus genus* in REG3γ overexpressing mice may be derived from the resistance of healthy microbiota (27). Notably, increased *Lactobacilli* were also detected not only in mucus layers of small intestine but also in colonic tissues by using q-PCR and fluorescence *in situ* hybridizations (Figures 1B,C). These results suggest that REG3γ overexpression in gut epithelial cells may affect the composition of gut microbiota.

**Figure 1:**
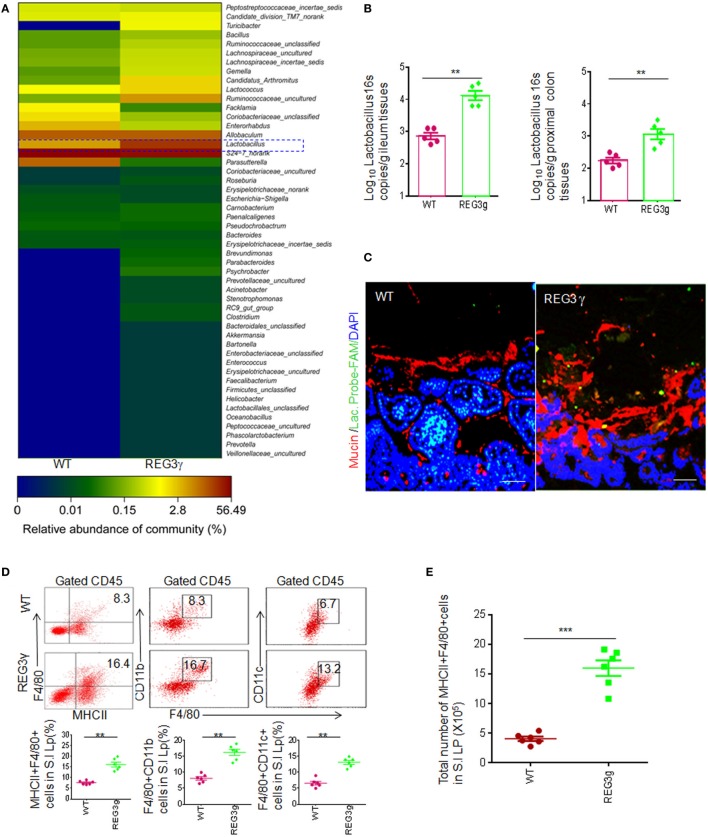

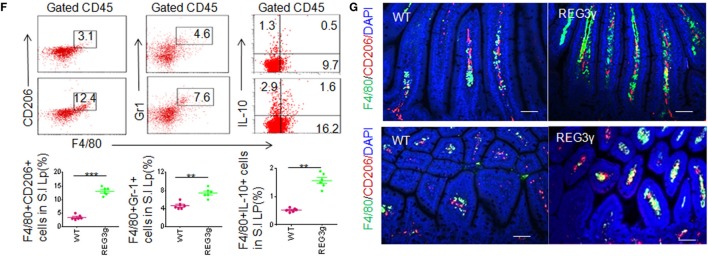
REG3γ overexpression causes alterations of gut microbiota and expands the pools of anti-inflammatory macrophages. **(A)** 16S rRNA analyses of gut microbiota in *huREG3*γ*^tgIEC^* and control littermate WT mice. The weaned *huREG3*γ*^tgIEC^* (REG3γ) and control littermate WT mice were reared in different cages, and then 16S rRNAs from pooled small intestinal content samples (*n* = 5, 7- to 8-week-old male mice fed normal chow) were amplified using primers that targeted the V3–V4 regions of the 16S rRNA. The samples were clustered at genus levels using the sample genus count matrices. WT, wild-type; REG3γ, *huREG3*γ*^tgIEC^* mice. See also NCBI with accession number SAMN04569211 and SAMN04569229. Data are a representative of three independent experiments. **(B)** Q-PCR of *Lactobacillus* genus in the ileum and proximal colon tissues of WT and *huREG3*γ*^tgIEC^* mice fed normal chow (*n* = 5). Standard curves were prepared from serial dilution of *Escherichia coli* genomic 16S rRNA. **(C)** Fluorescence *in situ* hybridization and immunostaining of ileum fragments in 7- to 8-week-old male *huREG3*γ*^tgIEC^* mice (REG3γ) and control littermate WT mice. The representative images from five mice per group; Scale bars = 40 μm. **(D)** Flow cytometry of MHCII(+)F4/80(+), F4/80(+)CD11b(+), and F4/80(+)CD11C(+) macrophages in small intestinal (S.I) lamina propria of *huREG3*γ*^tgIEC^* (REG3γ/REG3g) and control littermate WT mice. The proportion of MHCII(+)F4/80(+) macrophages in the S.I lamina propria of WT and *huREG3*γ*^tgIEC^ mice* were compared (*n* = 6; lower). **(E)** Comparison of total MHCII(+)F4/80(+) macrophages in the whole S.I lamina propria of *huREG3*γ*^tgIEC^* (REG3g) and control littermate WT mice (*n* = 6). **(F)** Flow cytometry of F4/80(+)CD206(+), F4/80(+)Gr-1(+), and F4/80(+)IL-10(+) macrophages in the S.I lamina propria of *huREG3*γ*^tgIEC^* and control littermate WT mice. The proportion of MHCII(+)F4/80(+), F4/80(+)Gr-1(+), and F4/80(+)IL-10(+) macrophages in WT and *huREG3*γ*^tgIEC^* (REG3g) mice were compared (*n* = 6). **(G)** Immunostaining of F4/80(+)CD206(+) macrophages in the ileum tissues of *huREG3*γ*^tgIEC^* (REG3γ) and control littermate WT mice. The representative images from six mice per group; scale bars = 40 μm. *p < 0.05, **p < 0.01, and ***p < 0.001 (*t*-test, mean ± SD); NS, no significant. See also Figures S1–S3 in Supplementary Material.

Alterations of gut microbiota may affect the composition of gut immune cells and immune cell subsets (1, 14–16). Since *Lactobacilli* are rich in small intestine mucus layers of *huREG3*γ*^tgIEC^* mice, we next investigated the composition of gut immune cells in the LP of ileum tissues using flow cytometry based on the gating strategies (Figure S1A). There was remarkably increased proportion of MHCII(+)F4/80(+) macrophages in the ileum LP in *huREG3*γ*^tgIEC^* mice compared to control WT littermates (Figure 1D). Similar to previous data in WT mice (6), these MHCII(+)F4/80(+) macrophages in the *huREG3*γ*^tgIEC^mice* could also express CD11c and CD11b (Figure 1D). The absolute number of MHCII(+)F4/80(+) macrophages was remarkably higher in the small intestine of *huREG3*γ*^tgIEC^* mice compared to control WT (Figure 1E). However, these MHCII(+)F4/80(+) cells also included CD206(+) and CD206(−), Gr-1(+) and Gr-1(−), and IL-10(+) and IL-10(−) macrophage subpopulations (Figures 1F,G). Furthermore, the proportion of MHCII(+)F4/80(+)CD206(+), MHCII(+)F4/80(+)Gr-1(+), and MHCII(+)F4/80(+)IL-10(+) macrophage subsets also increased in the LP of *huREG3*γ*^tgIEC^* mice (Figures 1F,G). Notably, CD11b(+)Gr-1(+) myeloid-derived suppressive cells (MDSCs) and MHCII(+)CD11C(+) cells were much more in the LP of *huREG3*γ*^tgIEC^* mice in different degrees. The proportion of Treg cell subsets also increased in *huREG3*γ*^tgIEC^mice* (Figure S2A in Supplementary Material), which may be related to enlarged anti-inflammatory macrophage pools (28). IL-10 levels in the ileum tissues of *huREG3*γ*^tgIEC^* mice, which is related to anti-inflammatory macrophages and Treg, were higher than WT mice (Figure S2B in Supplementary Material). The proportion of other immune cell populations and subpopulations such as B cells, CD4, CD8, and other T cell subpopulations such as Th1, Th17, and IL-22 cells did not exhibit significant changes. These data indicate that REG3γ may specifically affect the differentiation of myeloid-derived cells such as macrophages.

Gut immune cells have been shown to possess broad trafficking abilities to lymphoid organs at distant sites, such as the MLN and spleen (29). Increased F4/80(+)MHCII(+) macrophages and macrophage subpopulations were also detected in the PP, MLN, and spleen of *huREG3*γ*^tgIEC^* mice (Figures S2C,D in Supplementary Material). Notably, those increased subsets MHCII(+)F4/80(+)CD206(+), MHCII(+)F4/80(+)Gr-1(+), and MHCII(+)F4/80(+)IL-10(+) in the LP were also found in the PP and spleen of *huREG3*γ*^tgIEC^* mice (Figures S2E,F in Supplementary Material). Taken together, our data demonstrate that REG3γ overexpression enlarges macrophage pools not only in the LP but also in the PP, MLN, and spleen.

Since MHCII(+) and F4/80(+) are makers of mature, anti-inflammatory macrophages in gut tissues (9), we also assessed immune tolerance situation at basic line. Beyond increased Treg cells and IL-10 in the LP of ileum tissues, myeloid cell-derived immune suppressor substance arginase-1, NO, and H_2_O_2_ were also higher in the LP of *huREG3*γ*^tgIEC^* mice compared to control WT (Figure S3A in Supplementary Material). The expression levels of CD3 zeta chain of CD4 and CD8 cells in the LP of *huREG3*γ*^tgIEC^* mice were significantly lower in *huREG3*γ*^tgIEC^* mice (Figure S3B in Supplementary Material). The levels of inflammation cytokines including TNFα, IL-6, IL-1β, and IFNγ were lower in *huREG3*γ*^tgIEC^* mice compared to control WT littermate mice (Figure S3C in Supplementary Material). Compared to control WT, freshly isolated MHCII(+)F4/80(+) macrophages (Figure S1B in Supplementary Material) from *huREG3*γ*^tgIEC^* mice could express higher levels of IL-10 and higher levels of arginase-1, NO, and H_2_O_2_ (Figure S3D in Supplementary Material). These IL-10, NO, and H_2_O_2_ expression was further augmented by exposure to *Lactobacillus NK318.1* (Figure S3E in Supplementary Material). Freshly isolated macrophages from the LP of *huREG3*γ*^tgIEC^* mice also exhibited stronger suppression on CD4 and CD8 T cell proliferation (Figure S3F in Supplementary Material). Thus, our data suggest that increased macrophages in *huREG3*γ*^tgIEC^* mice promote the homeostasis of gut tissues.

### Gut REG3γ-Associated *Lactobacillus NK318.1* Alone Expand Anti-inflammatory Macrophage Pools

Next, we investigated how REG3γ cause the accumulation of anti-inflammatory macrophages. Previous studies showed that the composition of gut microbiota may affect the differentiation of gut immune cell populations or their subpopulations (1, 14–16). The proportion of macrophages in pan-antibiotics (ampicillin, vancomycin, neomycin sulfate, and metronidazole)-treated *huREG3*γ*^tgIEC^* mice were remarkably deceased (not shown), implying that gut microbes are involved in the increased macrophages in *huREG3*γ*^tgIEC^* mice. Since the proportion of *Lactobacillus* was remarkably increased among the composition of gut microbiota in *huREG3*γ*^tgIEC^* mice, we hypothesized that these increased *Lactobacilli* might be related to the increased macrophages. One *Lactobacillus* strain named as *Lactobacillus NK318.1*, which is close to *Lactobacillus Taiwanesis* isolate (Figures S4A,B in Supplementary Material), was very often detected in the isolated *Lactobacillus* clones using *Lactobacillus* selective medium (Rogosa SL selective medium) from the fresh feces of *huREG3*γ*^tgIEC^* mice (35% in *huREG3*γ*^tgIEC^* mice, whereas 5% in WT mice). 16S rRNA copies of *Lactobacillus NK318.1* were also much more in the fresh feces of *huREG3*γ*^tgIEC^* mice compared to control WT littermates (Figure S4C in Supplementary Material). Other *Lactobacillus* such as *L. reuteri, Lactobacillus gasseri, Lactobacillus animalis, Lactobacillus rhamnosus*, and *Lactobacillus plantarum* did not significantly change and were even decreased in *huREG3*γ*^tgIEC^* mice (Figure S4C in Supplementary Material). While equal amounts of *Lactobacillus NK318.1, Lactobacillus NK318.2* with high homology to*L. animalis* (Figures S4D,E in Supplementary Material), *L. reuteri* and positive control *huREG3*γ*^tgIEC^* mouse feces were transplanted into antibiotics-treated mice by orally gavage (Figure S5A,B in Supplementary Material), increased MHCII(+)F4/80(+) and F4/80(+)IL-10(+) macrophages were only detected in the *Lactobacillus NK318.1*-transplanted mice, whereas *Lactobacillus NK318.2* and *L. reuteri* did not cause similar changes (Figures S5C–E in Supplementary Material). IL-10 levels in ileum tissues and sera of in the *Lactobacillus NK318.1*-transplanted mice were higher compared to control untransplanted mice (Figure S5F in Supplementary Material). All of these suggest that *Lactobacillus NK318.1* may be a bacterium, which may enlarge gut anti-inflammatory macrophage pools.

To determine whether anti-inflammatory macrophages are really related to REG3γ-associated *Lactobacillus NK318.1*, we next colonized GF mice with *Lactobacillus NK318.1*. After 2 weeks, *Lactobacillus* colonization were demonstrated through FISH analyses with a specific probe. Consistent with other data (9), non-transplanted control GF mice housed under separate but similar conditions had very few macrophages (Figures 2A,B). In contrast, *Lactobacillus*-transplant induced robust accumulation of F4/80 macrophages not only in the LP of ileum tissues but also in the PP and spleen (Figure 2C). Moreover, the effect of *Lactobacillus* is bacterial species specific. *Lactobacillus NK318.1* but not *Lactobacillus NK318.2* could cause accumulation of MHCII(+)F4/80(+) macrophages in the gut LP, PP, and also spleen of GF mice (Figures 2A,C). The proportion of IL-10(+) macrophages was remarkably increased in the LP, PP, and spleen of *huREG3*γ*^tgIEC^* mice (Figures 2D–F; not shown). The levels of IL-10 were also higher in the gut tissues of the LP in *Lactobacillus NK318.1*-transplanted GF mice (Figure 2D). Increased IL-10 (+) macrophages in the ileum LP were also further confirmed by immunohistochemistry staining (Figure 2E). In addition, transplantation of *Lactobacillus NK318.1* could reverse many intestinal immune abnormalities, including prolonging the length of small intestine and colon and promoting the establishment and mature of gut immune system such as remarkably larger PP and expanded immune cells in the *Lactobacillus*-transplanted mice, which are similar to SPF mice. Taken together, our data show that REG3γ-associated *Lactobacillus* may enlarge MHCII (+)F4/80(+) macrophage pools not only in the LP but also in the PP and spleen.

**Figure 2:**
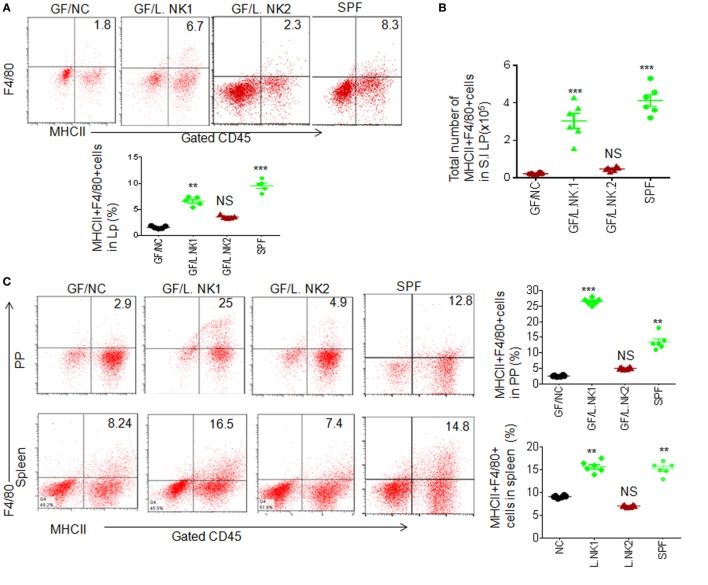

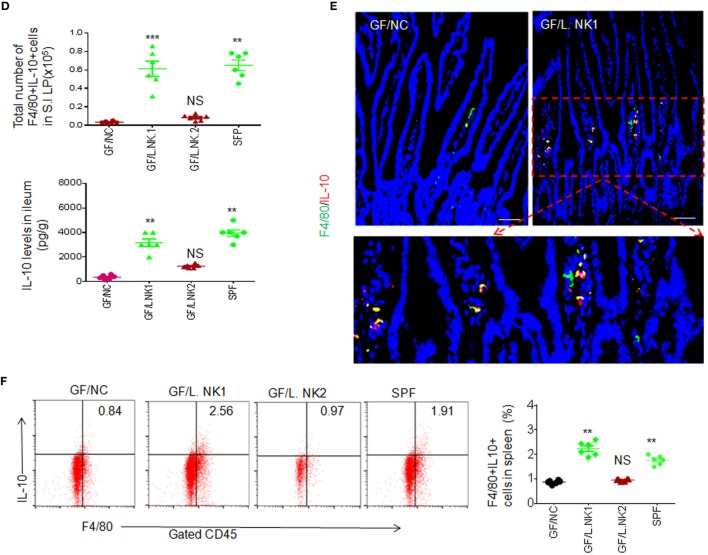
REG3γ-associated *lactobacillus* induces accumulation of macrophages in germ-free (GF) mice. **(A)** Flow cytometry of macrophages in small intestinal lamina propria (LP) of GF mice with or without L.NK1 or L.NK2 colonization. The proportion of MHCII(+)F4/80(+) macrophages in GF mice with (GF/L.NK1 or GF/L.NK2) and without (GF/NC) *Lactobacillus* colonization were compared (lower; *n* = 6). **(B)** Comparison of total MHCII(+)F4/80(+) macrophages in whole small intestinal LP of GF mice with (GF/L.NK.1 or GF/L.NK2) and without (GF/NC) *Lactobacillus* colonization (*n* = 6). **(C)** Flow cytometry of MHCII(+)F4/80(+) macrophages in the PP and spleen of L.NK1 (GF/L.NK1) or L.NK2 (GF/L.NK2) colonized GF mice. The proportion of MHCII(+)F4/80(+) macrophages in GF mice with (GF/L.NK.1 or GF/L.NK2) and without (GF/NC) *Lactobacillus* colonization were compared (right; *n* = 6). **(D)** Comparison of total F4/80(+)IL-10(+) macrophages (upper) and interleukin (IL)-10 levels (lower) in the whole small intestinal LP of GF mice with (GF/L.NK.1 or GF/L.NK2) or without (GF/NC) *Lactobacillus* colonization (*n* = 6). **(E)** Immunostaining of F4/80(+)IL-10(+) macrophages in the ileum tissues with or without L.NK.1 colonization. The representative images of six mice per group; scale bars = 40 μm. **(F)** Flow cytometry of F4/80(+)IL-10(+) macrophages in the spleen of L.NK.1 (GF/L.NK.1) or L.NK.2 (GF/L.NK2) colonized GF mice. The proportion of F4/80(+)IL-10(+) macrophages in GF mice with (GF/L.NK.1 or GF/L.NK2) and without (GF/NC) *Lactobacillus* colonization were compared (right; *n* = 6). Specific pathogen-free (SPF), wt mice raised in SPF environment; *p < 0.05, **p < 0.01, and ***p < 0.001 (one-way analysis of variance, mean ± SD). See also Figures S4 and S5 in Supplementary Material.

### STAT3 Is Involved in *Lactobacillus NK318.1*-Mediated Accumulation of Macrophages

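The leukocyte gene Ptprc, which encodes CD45, had a signal of 5152 in the Peyer's patch of GF mice and 271 in their epithelial cells, whereas Fabp1, the fatty acid-binding protein of enterocytes, had 35.3 and 6604. RNA of these tissues from GF mice and from mice given Lactobacillus NK318.1 was hybridized to 4 Affymetrix arrays, 1 for each tissue and group, and the Figure 3 legend describes pooled samples (n = 6). The mice were sampled 2 weeks after colonization. The dose is 100000000 bacteria in the sample labels and 1000000000 per ml in the general transplant methods. Each array gave 45037 probe sets beside 64 controls. Median signals lay close together, at 23.1 in the GF and 23.2 in the colonized Peyer's patch and at 23.0 and 23.3 in the epithelial cells. The ratio of 3′ to 5′ signal of β-actin, which grows as RNA is broken, was 1.60 and 1.74 in the Peyer's patch, and 2.73 in GF and 4.10 in colonized epithelial cells. The same ratio for Gapdh was 0.978, 1.02, 1.11 and 1.61 in that order. Across probe sets, the log2 signals of the colonized and GF arrays had a Pearson correlation of 0.994 in the Peyer's patch and 0.977 in the epithelial cells. There were no replicates, so nothing was tested and each difference is a ratio between 2 arrays, given as log2 of colonized over GF. The adjusted p-value that the methods of the paper name cannot be computed from 1 array per group, and the 2-fold limit was used alone. Signals under 15.5 were raised to that floor, and a gene counted as measured in a tissue if either array lay above it.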

To found a mechanism for how *Lactobacillus* causes increased macrophages, we first compared the gene expression profiles in the Payer’s patch (aggregated lymphoid nodules in gut LP) in GF mice with or without *Lactobacillus* colonization. 

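In the Peyer's patch, 19 genes had a signal at least 2-fold higher in the colonized than in the GF array and 73 at least 2-fold lower, of 12736 measured genes. Among the lowest were Ifit3 (log2 ratio −3.17, signal 299.0 in GF and 33.2 in colonized mice), Ifit1 (−2.84), Rsad2 (−2.60) and Cmpk2 (−2.08), which interferon induces against viruses. Of 41 measured interferon-stimulated genes, 16 were at least 2-fold lower and none was higher. Their median log2 ratio was −0.78, at percentile 0 of 10000 random lists matched on mean signal, as a description of these arrays. The immunoglobulin gene Ighg3 (−2.50) and a κ variable gene (−2.19) were also among the lowest, although another probe set of each gave −0.052 and −0.12. H1f4, a linker histone, had −1.96 and Mgp, a matrix protein, −1.78. The sex-linked Xist, which silences 1 X chromosome in female cells, stood furthest apart and had a signal of 21.7 in GF and 4586 in colonized mice, a log2 ratio of 7.72. The Y-linked genes Eif2s3y, Kdm5d and Uty were at least 19.3-fold, 10.6-fold and 2.46-fold lower, with colonized signals under the floor, while another probe set of Kdm5d gave −0.098 and Y-linked Sry 0.21. Glycam1, a ligand of L-selectin on high endothelial venules, had 2.12 and the heat shock genes Hspa1b and Hspa1a 1.65 and 1.62. Slc15a2, a peptide transporter, was at least 21.3-fold higher, with −0.16 from another probe set, and Gpat2 and Kctd15 at least 4.70-fold and 3.42-fold. Nbea (1.96), Cobl (1.82) and Cdk5rap1 (1.73) completed the 10 highest. Of the 19 higher genes 8 had another measured probe set, which pointed the same way for 7, and of the 73 lower genes 19 had one, the same way for 17. The central 95% of log2 ratios ran from −0.60 to 0.41.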

*Lactobacillus NK318.1* colonization in GF mice might induce at least a twofold change in expression of multiple gene expression (Figure 3A). KEGG analyses on those higher expression genes, which are induced by *Lactobacillus*, identified several critical signaling pathways, including Janus-activated kinase (JAK)-STAT signaling pathway, Toll-like receptor signaling pathway, NF-κB signaling pathway, TNF signaling pathway, intestinal immune network for IgA production, and cytokine–cytokine receptor interaction (Figure 3B). 

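No measured member of the 6 pathways named in the text was at least 2-fold higher in the colonized Peyer's patch array. The lower members were Csf2ra (log2 ratio −1.15, with 0.35 from another probe set) and Csf2rb (−1.10), the chains of the GM-CSF receptor, the cytokine gene Il15 (−1.01), the interferon regulator Irf7 (−1.60), the chemokine gene Cxcl10 (−1.14) and Flt3 (−1.09), a growth factor receptor of dendritic cells. The highest members were Il22ra2 (0.69) in the JAK-STAT list, Cxcr6 (0.63) in the cytokine receptor list and Cd86 (0.52) in the IgA list. Prkcq (0.48) was highest in the NF-κB list, and Pik3cd (0.63, other probe sets −0.21 to 0.086) in the Toll-like receptor and TNF lists. The JAK-STAT list had 3 of 103 measured members at least 2-fold lower, with a median log2 ratio of −0.062 at percentile 8.52 of the matched random lists. The NF-κB list had none of 72 (−0.061, percentile 13.2), with Cd14 lowest at −0.75, and the TNF list 2 of 77 (−0.071, percentile 7.23). The Toll-like receptor list had 2 of 66, with a median of −0.096 at percentile 0.95, and it was inside the central 95% of random lists when all probe sets of a gene were averaged or the floor was set at the 60th percentile of signal. The list for the IgA network had 1 of 36, a median of −0.17 and percentile 0, with Pigr, the immunoglobulin transporter, at −0.72 or lower. The cytokine receptor list had 5 of 147, a median of −0.077 and percentile 0.24. Of the other lists named after Figure 3B, antigen processing and presentation had 2 of 51 members at least 2-fold higher, the heat shock genes Hspa1a and Hspa1b, and a median of −0.035 at percentile 43.7. Protein processing in the endoplasmic reticulum had 3 of 57, these genes and Hsph1 (1.18), and a median of −0.10 at percentile 0.3. In the same arrays the median was 0.21 for T cell markers (Trat1 0.40, Thy1 0.39; percentile 100), −0.14 for B cell markers (Blk −0.62; percentile 0.08) and −0.29 for dendritic cell markers (Batf3 −0.74, Itgax −0.53; percentile 0). Of 29 measured T cell markers 24 lay above 0, but the only 1 at least 2-fold apart, Gzma, was lower (−1.17). The lists were written from general knowledge under the names in Figure 3B and are not the KEGG gene sets. Members at the floor count with their floored ratio.

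**Figure D1:**
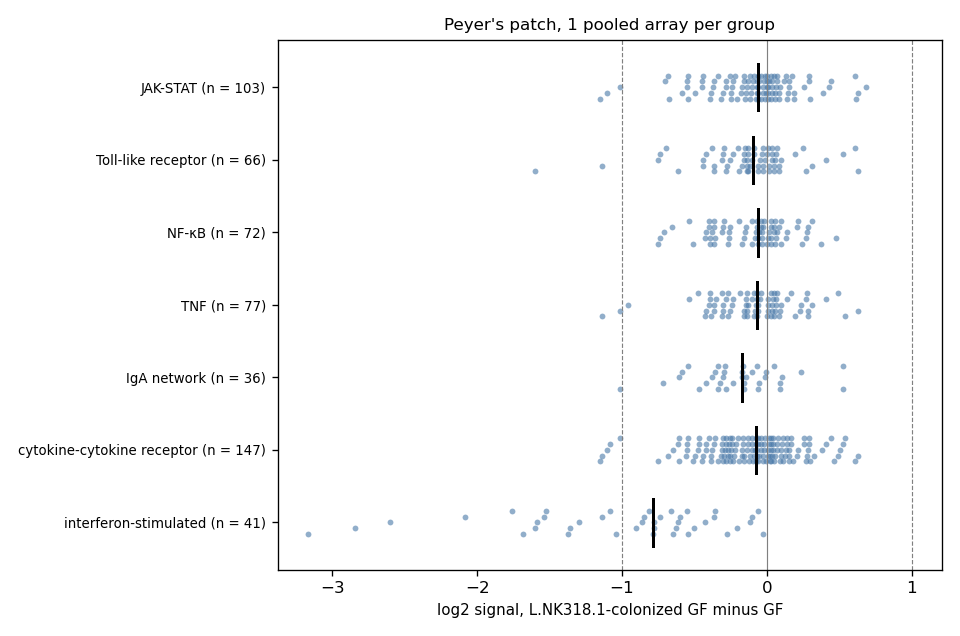
Log2 signal ratio, colonized over GF, of each measured member of the 6 pathway lists and of the interferon-stimulated genes in the Peyer's patch arrays. Black bars, medians; dashed lines, 2-fold; 1 pooled array per group.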

Notably, this strain of *Lactobacillus* did not affect immune-associated signaling pathways in gut epithelial cells (Figure 3C), indicating that *Lactobacillus NK318.1*-mediated accumulation of macrophages were not through gut epithelial cells. 

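In epithelial cells, none of 97 measured JAK-STAT genes differed 2-fold in the values as deposited, with Spry2 lowest at −0.99. With median centring, quantile normalization or the floor at the 25th percentile, 1 JAK-STAT gene was at least 2-fold lower. Without a floor 2 were lower and 1, Lepr, was higher. In the values as deposited, the members of the other pathway lists that differed 2-fold were few. Ccl5, a chemokine of cytotoxic lymphocytes, had a log2 ratio of −3.49 and the TNF-response genes Tnfaip3 and Traf1 −1.53 and −1.04 (−0.12 and −0.17 by other probe sets), and Ccr9, the gut-homing receptor, was at least 3.80-fold lower. Igha (1.34), Pdgfra (1.25), Ccl11 and Cxcl12 were at least 2-fold higher. Median log2 ratios were −0.067 for JAK-STAT (percentile 2.61), −0.069 for Toll-like receptor (5.88), −0.066 for NF-κB (3.93), −0.069 for TNF (5.25) and 0.0025 for IgA network genes (46.9). The cytokine receptor list had −0.12, at percentile 0. Under other settings the JAK-STAT list lay below the central 95% of random lists in 4 and the Toll-like receptor list in 3. Of 16 measured genes of intraepithelial and cytotoxic lymphocytes 10 were at least 2-fold lower, with Gzmb at −4.62, Gzma at −4.41 and a median of −1.82. T cell markers had a median of −0.51 (Cd8a −2.15; percentile 0), and Cd3g and Klrd1 were at least 12.3-fold and 10.0-fold lower. The leukocyte gene Ptprc (−3.55) and the lymphocyte genes Rgs1 (−3.67), Trgv4 (−3.64) and Gimap4 (−2.96) were among the 10 lowest. Some markers on the lists of other leukocytes were lower too. At least 2-fold lower were 4 of 24 macrophage markers (Lyz2 −2.09) and 3 of 20 dendritic cell markers, and 0 of either list were 2-fold higher. Above 0 lay 9 of the macrophage and 7 of the dendritic cell markers. The lowest dendritic cell marker, Itgae (−2.15), is also on a list of regulatory and Th17 T cell genes. These counts therefore do not separate other leukocytes from lymphocytes. Of 13874 measured genes, 365 were at least 2-fold higher and 213 lower. Of these, 176 and 79 had another measured probe set, which pointed the same way for 127 and 67. Highest were Gkn2 and Gkn1, gastrokines of the gastric mucosa, at least 641-fold and 350-fold, then Xist (6.71), Tff2 (6.41), Gkn3 (6.16), Anxa10 (at least 56.3-fold), Ctse and Muc5ac (both 5.55), Tff1 (5.54) and Gast (5.41), the gastrin gene. Y-linked Eif2s3y, Kdm5d and Uty were at least 9.46-fold, 5.84-fold and 2.57-fold lower, and Sry had 0.20. Of 31 measured pancreatic acinar genes 20 were at least 2-fold higher (Cel 3.79, Cpa1 3.54; median 1.60, percentile 100), whereas Pnliprp2 had −1.52, Clps 0.41 and Ctrc 0.12 or more. Islet genes had a median of 0.86 (Ins2 4.37; percentile 100). Enterocyte markers had −0.36 (Fabp6 −2.48, Slc15a1 −1.19; percentile 0) and Paneth and antimicrobial genes −0.52 (Reg3b −2.69, Mmp7 −1.66; percentile 0). Reg3g, the mouse gene of the lectin studied here, had −2.57, with a signal of 947 in GF and 159 in colonized mice. From the absence of immune pathways in Figure 3C the paper reasons that the macrophages did not accumulate by way of the epithelium. The arrays hold RNA of whole pools, so a ratio reflects the cells collected as well as expression within them.

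**Figure D2:**
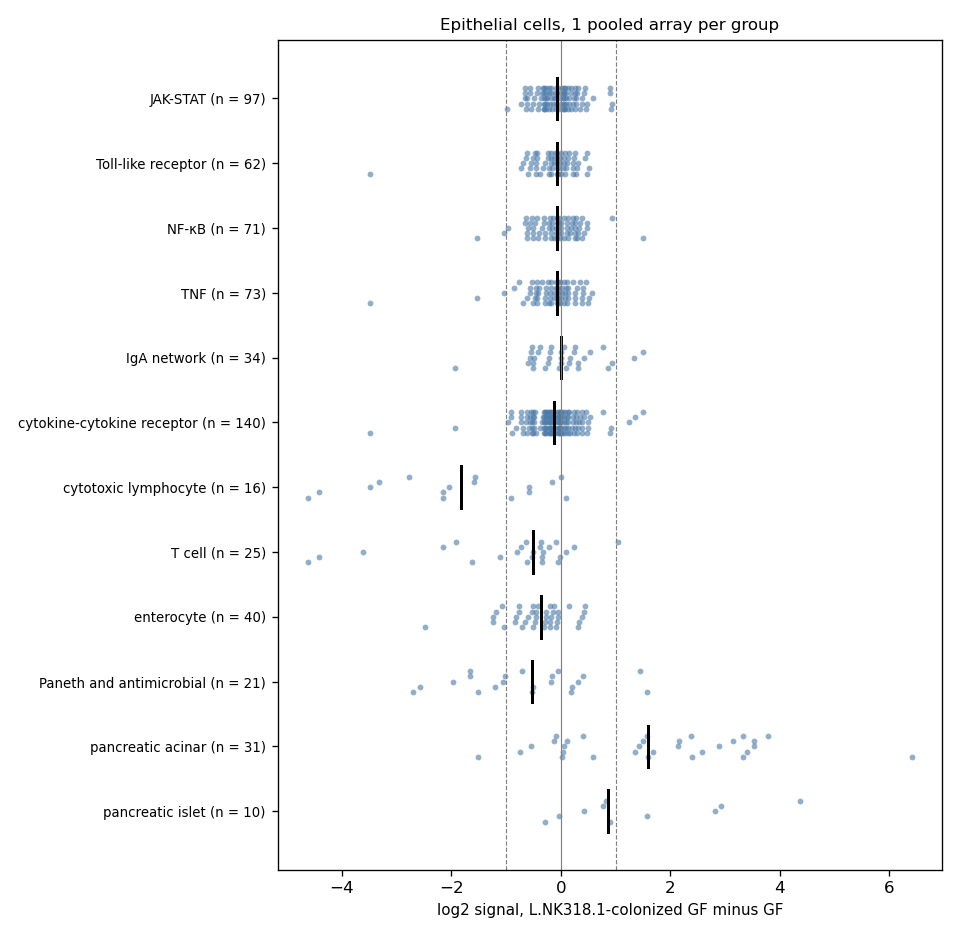
Log2 signal ratio, colonized over GF, of each measured member of the pathway and cell type lists in the epithelial cell arrays. Black bars, medians; dashed lines, 2-fold; 1 pooled array per group.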

Activated STAT3 were further detected in the freshly gut tissues of *Lactobacillus* colonized GF mice through immunoblotting but not in GF mice without *Lactobacillus* colonization (Figure 3D). These data suggest that STAT3 may be involved in the *Lactobacillus*-mediated accumulation of macrophages in gut tissues.

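Stat3 mRNA in the Peyer's patch had a signal of 494.8 in GF and 439.3 in colonized mice, a log2 ratio of −0.17, and 3 other probe sets ran from −0.095 to 0.25. None of 29 measured STAT3 targets, Stat3 among them, differed 2-fold. Their median was −0.16, at percentile 0.2 of the matched random lists. Lowest were the growth regulator Myc (−0.70), the survival gene Birc5 (−0.67) and Nfil3 (−0.51), and highest were the repressor Bcl6 (0.46) and Fos (0.41). Socs3, the feedback inhibitor that STAT3 induces, had −0.16. The list overlaps with others that were lower in these arrays: cell cycle genes, with Birc5, had a median of −0.38, and monocyte and neutrophil markers, with S100a8 and S100a9 (−0.36), one of −0.30. Il10 and Il6 lay under the floor in both Peyer's patch arrays and have no ratio. The paper proposes that STAT3 takes part in the build-up of macrophages. At this point it draws on the pathways named in Figure 3B and the phosphorylated STAT3 seen by immunoblot. Later it adds immunoblots of macrophages from TLR2-deficient mice and a STAT3 inhibitor given to mice. The arrays measure mRNA and not phosphorylation. They hold RNA of whole Peyer's patch, whereas the immunoblot beside them is of ileum lamina propria tissue. The immunoblots and the inhibitor experiments were not analysed here.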

**Figure 3:**
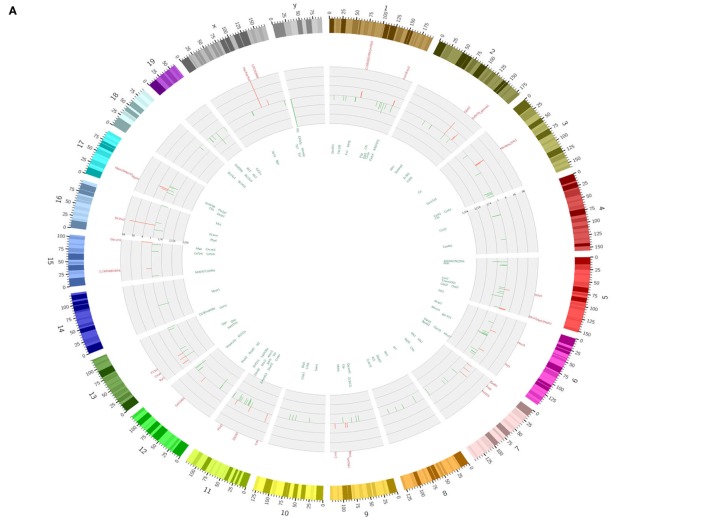

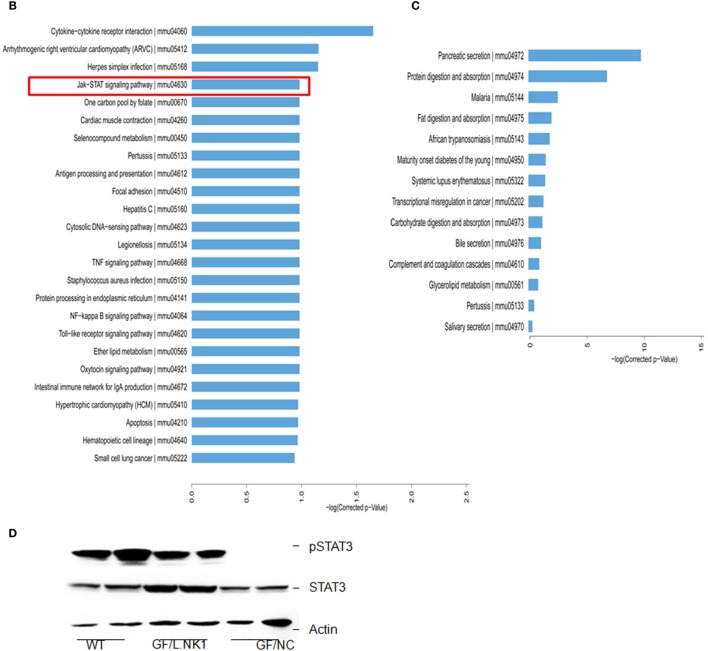
STAT3 is activated in the gut immune tissues of *lactobacillus NK318.1*-colonized GF mice. **(A)** Circos analyses of gene expression in the Payer’s patch of GF mice with (L.NK.1) or without *Lactobacillus NK318.1* (L.NC) colonization (pooled samples; *n* = 6). See also microarray GEO accession number GSE98819: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE98819. **(B)** Enriched KEGG pathways of differentially expressed genes in the Payer’s patch of GF mice with (L.NK.1) or without *Lactobacillus NK318.1* (L. NC) colonization (pooled samples; *n* = 6). **(C)** Enriched KEGG pathways of differentially expressed genes in the ileum epithelial cells of GF mice with (L.NK.1)or without *Lactobacillus NK318.1* (L. NC) colonization (pooled samples; *n* = 6). **(D)** Immunoblotting of phosphor-STAT3 in the ileum lamina propria tissues of GF mice with (GF/L.NK1) or without (GF/NC) *Lactobacillus NK318.1* colonization. WT, wild-type; GF, germ free.

Since *Lactobacillus* belongs to Gram-positive bacteria, we also examined whether TLR2 was involved in the accumulation of *Lactobacillus NK318.1-*mediated macrophages. Heated-dead *Lactobacillus NK318.1* may induce IL-10 expression in the freshly isolated WT macrophages but not in TLR2^−/−^ macrophages (Figure 4A). These dead bacteria might not only activate multiple signal pathways such as NF-κB, JAK, and ERK but also activated STAT3, whereas these signal molecules in *TLR2^−/−^* macrophages were not or weakly activated (Figure 4B). *In vivo, Lactobacillus NK318.1* gavage caused the accumulation of macrophages in WT mice but not in *TLR2^−/−^* mice (Figure 4C). The levels of IL-10 in gut tissues of WT but not in *TLR2^−/−^* mice were significantly higher after *Lactobacillus* gavage (Figure 4D). All of these suggest that TLR2 is involved in *Lactobacillus*-induced macrophages in *huREG3*γ*^tgIEC^* mice and meanwhile also indicate that *Lactobacillus NK318.1* may directly activate STAT3 signal pathway.

**Figure 4:**
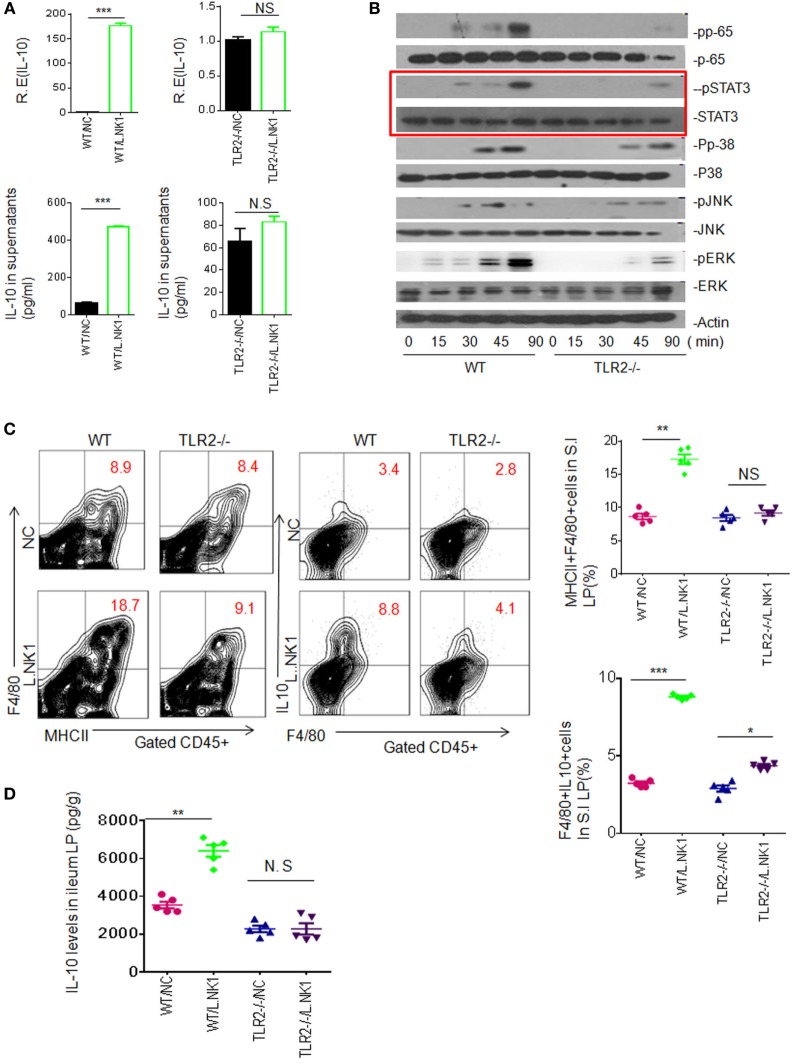
TLR2 is involved in *lactobacillus NK318.1*-mediated STAT3 activation. **(A)** qRT-PCR and ELISA (lower) of IL-10 in the wild-type (WT) and *TLR2^−/−^* macrophages in response to heated-dead *Lactobacillus 318.1*. Macrophages were isolated from the ileum LP. **(B)** Immunoblotting of pp65, pSTAT3, pp-38, pJNK, and pERK in the isolated macrophages from the ileum LP of WT and *TLR2^−/−^* mice after exposing to *Lactobacillus NK318.1*. **(C)** Flow cytometry of MHCII(+)F4/80(+) and F4/80(+)IL-10(+) macrophages in the small intestinal (S.I) LP of WT and *TLR2^−/−^* mice with (L.NK.1) or without (NC) *Lactobacillus NK318.1* gavage. The proportion of MHCII(+)F4/80(+) and F4/80(+)IL-10(+) macrophages in WT and *TLR2^−/−^* mice with (L.NK1) or without (NC) L.NK1 gavage were compared (right; *n* = 5). **(D)** Comparison of IL-10 in the ileum LP of WT and *TLR2^−/−^* mice with (L.NK.1) or without L.NK.1 (NC) gavage (*n* = 5). *p < 0.05, **p < 0.01, and ***p < 0.001 [*t*-test in **(A)**; one-way analysis of variance in **(C,D)**, mean ± SD]. NS, no significant; qRT-PCR, quantitative real-time PCR; pJNK, phosphor-JNK; pERK, phosphor-ERK; WT, wild-type; LP, lamina propria.

We next further determine STAT3 contribution in gut anti-inflammatory macrophages. STAT3 is regarded as one of the primary signaling molecules for macrophage polarization (30, 31). *In vitro* experiment revealed that STAT3 inhibitor impeded the *Lactobacillus*-mediated IL-10 expression (not shown), indicating that *Lactobacillus NK318.1* may affect the differentiation of gut macrophages. We next employed STAT3 inhibitor (JSI-124) to detect STAT3 effects on the macrophages *in vivo*. Injection of STAT3 inhibitor impeded *Lactobacillus NK318.1*-mediated increased macrophages. The proportion and total number of macrophages in the LP significantly decreased after injecting STAT3 inhibitor (Figures 5A,B). The proportion of the subsets such as MHCII(+)F4/80(+)CD11C(+)CD206(+), MHCII(+)F4/80(+)CD11C(+)Gr-1(+), and MHCII(+)F4/80(+)CD11C(+)IL-10(+) macrophages not only decreased in the LP but also in the PP and spleen after injecting STAT3 inhibitor (Figures 5C–E). Meanwhile, STAT3 activation was markedly reduced in the gut tissues of STAT3 inhibitor injected mice (Figure 5F). IL-10 levels in the ileum tissues of STAT3 inhibitor injected mice were also lower (Figure 5G). In addition, STAT3 inhibitor affects not only *Lactobacillus*-mediated macrophages but also the macrophages in WT and *huREG3*γ*^tgIEC^* mice. Taken together, we demonstrate that STAT3 plays a critical role in REG3γ-associated *Lactobacillus*-mediated accumulation of anti-inflammatory macrophages.

**Figure 5:**
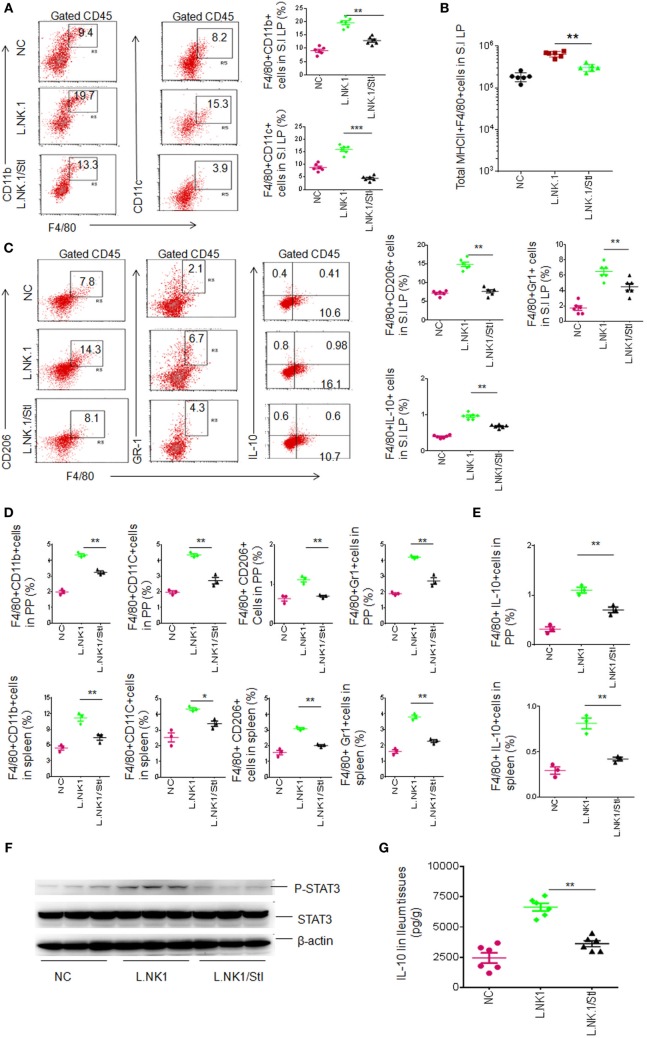
*Lactobacillus NK318.1-*mediated macrophages depend on STAT3. **(A)** Flow cytometry of F4/80(+)CD11b(+) and F4/80(+)CD11C(+) macrophages in the small intestinal (S.I) lamina propria (LP) of wild-type (WT) mice with (L.NK.1/StI) or without (L.NK.1) STAT3 inhibitor. F4/80(+)CD11b(+) and F4/80(+)CD11C(+) macrophage populations in the WT mice with (L.NK.1/StI) or without (L.NK.1) STAT3 were compared (right, *n* = 6). **(B)** Comparison of total F4/80(+)CD11b(+) macrophages in whole S.I LP of WT mice with (L.NK.1/StI) or without (L.NK.1) STAT3 inhibitor were compared (*n* = 6). **(C)** Flow cytometry of the macrophages in S.I LP of *huREG3*γ*^tgIEC^* and control littermate WT mice. F4/80(+)CD206(+), F4/80(+)Gr-1(+), and F4/80(+)IL-10(+) macrophages in the LP were compared (right, *n* = 6). **(D)** Comparison of F4/80(+)CD11b(+), F4/80(+)CD11C(+), F4/80(+)CD206(+), and F4/80(+)Gr-1(+) macrophages in the Peyer’ s patches (PP) and spleen of WT mice with (L.NK1/StI) or without (L.NK.1) STAT3 inhibitor were compared (*n* = 6). **(E)** Comparison of F4/80(+)IL-10(+) macrophages in the PP and spleen of WT mice with (L.NK1/StI) or without (L.NK.1) STAT3 inhibitor were compared (*n* = 6). **(F)** Immunoblotting of phosphor-STAT3 in the ileum tissues of WT mice with (L.NK1/StI) or without (L.NK.1) STAT3 inhibitor (number, different individuals). **(G)** IL-10 ELISA of ileum tissues in WT mice with (L.NK1/STAT3i) or without (L.NK1) STAT3 inhibitor (*n* = 6). NC, mice without *Lactobacillus* gavage and STAT3 inhibitor injection; L.NK.1, mice with *Lactobacillus* gavage but without injecting STAT3 inhibitor; L.NK.1/StI, mice with *Lactobacillus* gavage and STAT3 inhibitor injection. *p < 0.05, **p < 0.01, and ***p < 0.001 (one-way analysis of variance, mean ± SD). NS, no significance. Data for all panels are a representative from two to three experiments.

### Accumulated Anti-inflammatory Macrophages Impede HFD-Mediated Obesity

The accumulated macrophages in *huREG3*γ*^tgIEC^* mice may cause reduced inflammation, which is often related to HFD-mediated obesity (2, 32, 33). We next employed HFD-mediated obesity model to detect the effects of accumulated macrophages in *huREG3*γ*^tgIEC^* mice on the obesity. We found that *huREG3*γ*^tgIEC^* mice had a remarkable resistance to HFD-mediated obesity and reduced sensitivity to insulin and glucoses compared to WT littermate mice (Figures 6A–E). *Lactobacillus NK318.1* gavages also impeded HFD-mediated obesity and reduced sensitivity to insulin and glucoses (Figures 6F–I). Interestingly, IL-10(+)F4/80(+) macrophages were much more in the adipose tissues of *huREG3*γ*^tgIEC^* mice than in the those of control WT littermate mice fed HFD (Figure 6J). Similar phenomenon was also found in *Lactobacillus* infused mice (Figure 6K). The macrophages in the adipose tissues of *huREG3*γ*^tgIEC^* mice or *Lactobacillus* infused mice also exhibited the anti-inflammatory phenotype (Figure 6L), which evenly distribute in adipose tissues (34). Because of critical role of anti-inflammatory macrophages in impeding obesity (34, 35), the resistance of *huREG3*γ*^tgIEC^* mice and *Lactobacillus* infused mice to HFD-mediated obesity may be related to accumulation of these anti-inflammatory macrophages.

**Figure 6:**
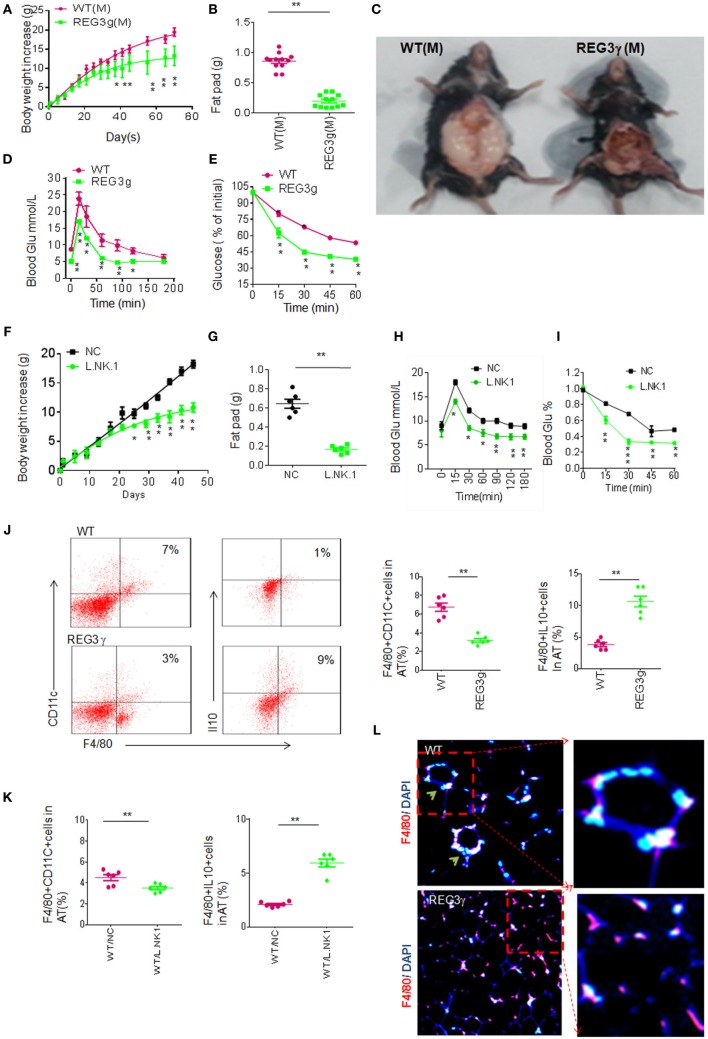
Accumulation of interleukin (IL)-10(+) macrophages in adipose tissues of *huREG3*γ*^tgIEC^* mice that are resistant to high-fat diet-mediated obesity. **(A)** Body weights of *huREG3*γ*^tgIEC^* and control littermate wild-type (WT) mice after high-fat diet. *huREG3*γ*^tgIEC^* (REG3g) and control littermate WT mice (*n* = 12, male) were observed and weighed at the indicated times after giving HFD. These mice are no differences at baseline before high-fat feeding. **(B,C)** Comparison of fat pad tissues of WT and *huREG3*γ*^tgIEC^*. The images in **(C)** were a representative from 12 mice. **(D,E)** Glucose **(D)** and insulin **(E)** tolerance in male *huREG3*γ*^tgIEC^* (REG3g) and control littermate WT mice after high-fat diet. WT and *huREG3*γ*^tgIEC^* (*n* = 6, male) mice after HFD for 3 months were analyzed for glucose and insulin tolerance. **(F,G)** Body **(F)** and fat pad **(G)** weights of mice with (L/NK.1) or without (NC) *Lactobacillus NK318.1* gavage (1 × 10^9^; once per week) during high-fat diet. **(H,I)** Glucose **(H)** and insulin **(I)** tolerance in mice with (L/NK.1) or without (NC). **(J)** Flow cytometry of macrophages in the adipose of *huREG3*γ*^tgIEC^* (REG3g) and control littermate WT mice. CD11C(+)F4/80(+) and F4/80(+)IL-10(+) cells in the adipose tissues were compared (right, *n* = 6). **(K)** Comparison of CD11C(+)F4/80(+) and F4/80(+)IL-10(+) cells in the adipose tissues of mice with (WT/L.NK.1) or without (WT/NC) *Lactobacillus* gavage (right, *n* = 6). **(L)** Immunostaining of F4/80(+) macrophages in the adipose of the *huREG3*γ*^tgIEC^* (REG3g) and control littermate WT mice. *p < 0.05, **p < 0.01, and ***p < 0.001: one-way analysis of variance in **(A,D,E,F,H,I)**; *t*-test in **(B,G,J,K)**. Data are a representative of three independent experiments.

Next question is whether the accumulation of anti-inflammatory macrophages in adipose tissues is related to REG3γ-associated *Lactobacillus*. Previous data showed that gut immune cells possess broad trafficking abilities to lymphoid organs such as the inguinal lymph nodes and spleen (29). We next tested whether *Lactobacillus*-mediated macrophages might migrate into adipose tissues. To demonstrate this, we employed the *β-Actin-luc* LPTA^®^ animal model to examine the movement of *Lactobacillus NK318.1*-mediated macrophages. The isolated macrophages from the LP tissues of *β-Actin-luc* LPTA mice with *Lactobacillus NK318.1* orally gavage were transplanted into syngeneic recipients. Bioluminescent foci were detected as early as 12 h after transplantation and the most frequently observed locations were at anatomic sites corresponding to the locations of the spleen and gut tissues (Figure 7A). However, these gut immune tissue-derived macrophages may migrate into pat-pad adipose tissues (Figure 7A). While isolated CD45.1(+) macrophages from gut LP tissues were injected into congenic CD45.2(+) WT mice, CD45.1(+) macrophages could move into the pat-pad adipose tissues of mice (Figures 7B,C). Infusion of isolated macrophages from *Lactobacillus*-infused mice could impede the HFD-mediated obesity and reduced sensitivity to insulin and glucoses (Figures 7D–G). Finally, we also investigated the proportion of *Lactobacillus NK318.1* in obese and thin individuals. We found that the copies of *Lactobacillus NK318.1* in thin individuals were remarkably increased, whereas the copies of *Lactobacillus NK318.1* in obese individuals were less compared to normal individuals (Figure S6 in Supplementary Material). Taken together, our data suggest that the *Lactobacillus NK318.1*-associated macrophages are involved in the occurrence and development of obesity.

**Figure 7:**
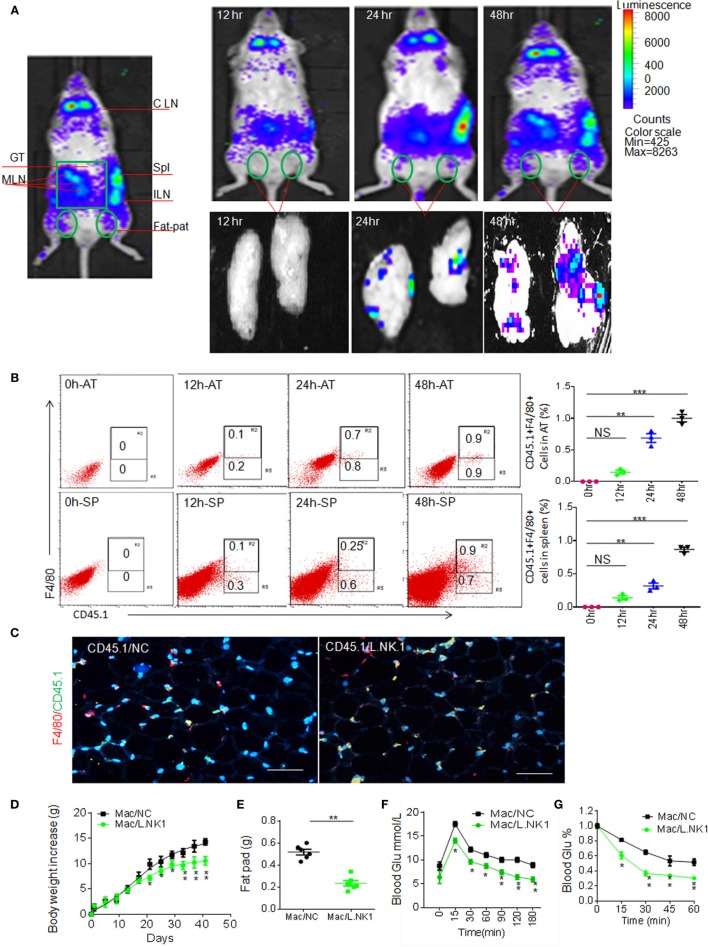
Accumulated macrophages in gut tissues are involved in resistance to high-fat diet-induced obesity. **(A)** Dynamics of macrophages from the ileum tissues of HFV/N (Lu-actin) mice with *Lactobacillus NK318.1* gavage. The macrophages isolated from the gut tissues of HFV/N (Lu-actin) mice with *Lactobacillus NK318.1* gavage were injected into WT mice, and then macrophages in the adipose tissues of WT mice were analyzed at the indicated time. **(B)** Flow cytometry of CD45.1(+)F4/80(+) macrophages in the adipose tissues and spleen at the different times after injecting gut macrophages of CD45.1(+) mice with *Lactobacillus NK318.1* gavage. AT, adipose tissues; SP, spleen. **(C)** Immunostaining of macrophages in the adipose tissues after injecting gut lamina propria macrophages of CD45.1(+) mice with (CD45.1/L.NK.1) or without (CD45.1/NC) *Lactobacillus NK318.1* gavage. **(D–G)** Body weights **(D)**, fat pad **(E)**, glucose **(F)**, and insulin tolerance **(G)** in mice injecting freshly isolated macrophages from the ileum tissues of mice with (Mac/L.NK.1) or without (Mac/NC) *Lactobacillus* NK318.1 gavage. *p < 0.05, **p < 0.01, and ***p < 0.001 [one-way analysis of variance in **(B,D,F,G)**; *t*-test in **(E)**, mean ± SD]. NS, no significance; data for all panels are a representative from two to three experiments.

## Discussion

Intestinal-resident macrophages play a central role in the maintenance of homeostasis in the gastrointestinal tract (8, 36). Although there are the most abundant sources of resident tissue macrophages in the LP of gut tissues (7), the characteristics of these cells are not completely understood. Previous studies indicated that gut-resident macrophages do not fit readily into this “M1–M2 paradigm,” having some of hallmarks of both M1 and M2 macrophages (37). Recent studies also indicate that tissue-resident macrophages are characterized as MHCII(+)CD11C(+)CD103(−)CD11b(+)CX3CRl(+)F4/80(+)CD64(+) cells (6). We here also found that these macrophages include multiple subpopulations such as F4/80(+)CD206(+), F4/80(+)CD206(−), F4/80(+)Gr-1(+), F4/80(+)Gr-1(−), F4/80(+)IL-10(+), and F4/80(+)IL-10(−) in small intestinal LP tissue of mice.

The interactions with different components of microbiota are crucial to the establishment and development of gut immune cell populations (5, 13–16). The intestinal mucosa contains one of the largest populations of macrophages. However, it is unclear how gut microbes regulate these anti-inflammatory macrophages in gut tissues. The maintenance of intestinal macrophages requires constant *de novo* migration of Ly6C(hi)CCR2(+) blood monocytes to intestinal tissues for replenishment (38). However, the presence of gut microbiota plays a crucial role in this replenishment of macrophages (9, 39). We demonstrate that *Lactobacillus NK318.1* may induce the differentiation of gut macrophages and expand anti-inflammatory macrophage pools. *In vitro* experiment found that *Lactobacillus* teichoic acids may reverse IL-12 into predominant IL-10 production *via* TLR2-dependent ERK activation in macrophages (40). The colonization of GF mice with a mixture of three *Lactobacillus* strains enhances the integrity of gut mucosa and ameliorates allergic sensitization (41). Thus, some gut *Lactobacillus* strains may be critical in maintaining homeostasis of gut macrophages. However, what is the molecular nature of the *Lactobacillus*-provided ligand that binds to TLR2, driving differentiation into anti-inflammatory macrophages, need to be clear.

We found that STAT3 is a critical factor in the differentiation of *Lactobacillus NK318.1*-mediated anti-inflammatory macrophages. STAT3 is important for cell proliferation, survival, and motility (42) and is regarded as one of the primary signaling molecules for macrophage polarization (43). It may be activated by phosphorylation at *C*-terminal Tyr 705 by JAKs, Ser 727 by protein kinase C, mitogen-activated protein kinases, or CDK5. Macrophages from STAT3 knockout mice release high levels of pro-inflammatory cytokines (44). STAT3 deficiency may not only affect macrophages but also affect neutrophils (45). The ablation of STAT3 expression through the use of conditional knockout mice or selective STAT3 inhibitor significantly reduced the expansion of MDSCs and increased T cell responses in tumor-bearing mice (46).

Traditional concept is that blood monocytes could migrate into adipose tissues, where they are differentiated into M1 or M2 to regulate the adipose inflammation to affect development of obesity (11). However, the origin of adipose tissue macrophages in lean (M2 macrophages) and obese adipose tissue (M1 macrophages) is still a matter of debate. We here found that gut anti-inflammatory macrophages could move into adipose tissues. Thus, our data suggest that anti-inflammatory macrophages in adipose tissues of thin individuals may come from the gut tissues. Kupffer cells, one kind of macrophages in the liver, also argue that the macrophages originate from local intrahepatic progenitors (47). Bowel immune cells, including CD4(+) T cells, Treg, and Th17, have been shown to possess broad trafficking abilities to lymphoid organs at distant sites, such as the inguinal lymph nodes and spleen (29). Thus, all of these may imply a new mechanism how gut microbiota control the development of obesity. However, whether the migration of anti-inflammatory macrophages into adipose tissue occurs naturally needs to be further investigated.

In conclusion, we show that gut anti-inflammatory macrophage populations are consisted of multiple cell subpopulations. We demonstrate that REG3γ-associated *Lactobacillus NK318.1* in *huREG3*γ*^tgIEC^* mice may enlarge macrophage pools not only in gut tissues but also in spleen and adipose tissues. The anti-inflammatory macrophages induced by gut *Lactobacillus NK318.1* in gut LP may migrate into adipose tissues. Our study not only helps to elucidate the role of REG3γ-associated *Lactobacillus* in expanding gut anti-inflammatory macrophage pools but also provides a new insight into the understanding of anti-inflammatory macrophages in the adipose tissues of thin individuals, which is critical for developing new strategies against obesity.

## Ethics Statement

All animal studies were conducted according to the Institutional Animal Care and Use Committee of the Model Animal Research Center. Animal experiments were approved by the Institute’s Animal Ethics Committee of Nankai University.

## Author Contributions

RY designed the research and wrote the paper; YH, HQ, ZZ, EW, Huan.Y, XS, and Hui.Y conducted *in vivo* and *in vitro* experiments and immunoassay, participated in the study design, and performed the statistical analysis; YL, ZT, YG, WS, and TW performed the *in vitro* assay and YC, JZ, and YZ offered assistances for the animal experiments. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Gut REG3γ-Associated Lactobacillus Induces Anti-inflammatory Macrophages to Maintain Adipose Tissue Homeostasis
**Source:** Front Immunol. 2017 Sep 4;8:1063. doi: 10.3389/fimmu.2017.01063
**Supplement:** Supplementary file 1

## Supplemental Information for

### Gut REG3 $\gamma$ associated *Lactobacillus* Induces Anti-inflammatory Macrophages to Maintain Adipose Tissue Homeostasis

Yugang Huang<sup>1\*</sup>, HouBao Qi<sup>1\*</sup>, Zhiqian Zhang<sup>1\*</sup>, Enlin Wang<sup>1\*</sup>, Huan Yun<sup>1</sup>, Hui Yan<sup>1</sup>, Xiaomin Su<sup>1</sup>, Yingquan Liu<sup>1</sup>, Zenzen Tang<sup>1</sup>, Yunhuan Gao<sup>1</sup>, Wencong Shang<sup>1</sup>, Jiang Zhou<sup>1</sup>, Tianze Wang<sup>1</sup>, Yongzhe Che<sup>1</sup>, Yuan Zhang<sup>1</sup> and Rongcun Yang<sup>1, 2, 3</sup>

#### Supplementary Table S1.

**Table S1. Primers Used in This Manuscript.**

(A) Primers used in the detection of genes.

| Oligo name                                          | Sequence (5' to 3')                              | Description |
|-----------------------------------------------------|--------------------------------------------------|-------------|
| Murine GAPDH-s<br>Murine GAPDH-as                   | TCAACGGCACAGTCAAGG<br>TACTCAGCACCGGCTCA          | 115 bp      |
| Murine $\beta$ -actin-s<br>Murine $\beta$ -actin-as | ATCATGTGCTCCTCCTGAGCG<br>GCTGATCCACATCTGCTGGAA   | 90 bp       |
| Murine Reg3 $\gamma$ -s<br>Murine Reg3 $\gamma$ -as | TTCCTGTCCTCCATGATCAAA<br>CATCCACCTCTGTTGGGTTC    | 101 bp      |
| Homo Reg3 $\gamma$ -s<br>Homo Reg3 $\gamma$ -as     | TGAAGAAACCCAGAAGGAAGTGC<br>GAGGACACGAAGGATCCCTCA | 192bp       |
| Murine TNF $\alpha$ -s<br>Murine TNF $\alpha$ -as   | GGTCTGGGCCATAGAACTGA<br>CAGCCTCTTCTCATTCCTGC     | 133 bp      |
| Murine IL-6-s<br>Murine IL-6-as                     | TCTGAAGGACTCTGGCTTTG<br>GATGGATGCTACCAAACCTGGA   | 142 bp      |
| Murine IL-1 $\beta$ -s<br>Murine IL-1 $\beta$ -as   | GTGTCTTTCCCGTGGACCTT<br>AATGGGAACGTCACACACCA     | 129 bp      |
| Murine IL-17a-s<br>Murine IL-17a-as                 | ACTACCTCAACCGTTCCACG<br>ATGTGGTGGTCCAGCTTTCC     | 136 bp      |
| Murine IL-12b-s<br>Murine IL-12b-as                 | TGGTTTGCCATCGTTTTGCTG<br>ACAGGTGAGGTTCCTGTTTCT   | 123 bp      |
| Murine Il10-s<br>Murine Il10-as                     | CCAAGCCTTATCGGAAATGA<br>TTTTCACAGGGGAGAAATCG     | 163 bp      |
| Murine IL-1 m-s<br>Murine IL-1 m-as                 | TTGGATCATGGCAGGTGCTT<br>GTAAGGGAGTCACTTGGGGC     | 222         |

**(B)**Primers used in the identification of gut microbiota.

| Oligo name                     | Sequence (5' -3' )                                                 | Description |
|--------------------------------|--------------------------------------------------------------------|-------------|
| Bacteroides<br>Phylum          | F: GAGAGGAAGGTCCCCCAC<br>R: CGCTACTTGGCTGGTTCAG                    | rRNA-16S    |
| Firmicutes<br>Phylum           | F:GCTGCTAATACCGCATGATATGTC<br>R:CAGACGCGAGTCCATCTCAGA              | rRNA-16S    |
| Lactobacillus                  | F: AGCAGTAGGGAATCTTCCA<br>R: CACCGCTACACATGGAG                     | rRNA-16S    |
| Eubacteria                     | F: AGCAGTAGGGAATCTTCCA<br>R: CACCGCTACACATGGAG                     | rRNA-16S    |
| L. NK318.1                     | F: CATCCAGTGC AAACCTAAGAG<br>R: GATCCGCTTGCCTTCGCA                 | rRNA-16S    |
| L.NK318.2                      | F: AGCTAGTTGGTGAGGTAAAG<br>R: TAGGATTGTCAGAAGATGTC                 | rRNA-16S    |
| L. reuteri                     | F: ACCGAGAACACCGCGTTATTT<br>R:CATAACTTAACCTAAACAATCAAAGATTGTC<br>T | rRNA-16S    |
| L. gasseri                     | F:AGCGAGCTTGCCTAGATGAATTTG<br>R:TCTTTTAAACTCTAGACATGCGTC           | rRNA-16S    |
| L. animals                     | F:AGCTAGTTGGTGAGGTAAAG<br>R:TAGGATTGTCAGAAGATGTC                   | rRNA-16S    |
| L. rhamnosus                   | F: CTAGCGGGTGCGACTTTGTT<br>R: GCGATGCGAATTTCTATTATT                | rRNA-16S    |
| L. plantarum                   | F:CTCTGGTATTGATTGGTGCTTGCAT<br>R: GTTCGCCACTCACTCAAATGTAAA         | rRNA-16S    |
| <i>Lactobacillus</i><br>Probes | FAM-O-ACATGGAGTTCCACT                                              |             |

## Supplementary Figures

**Figure S1. Related to Figure 1 to Figure 7**

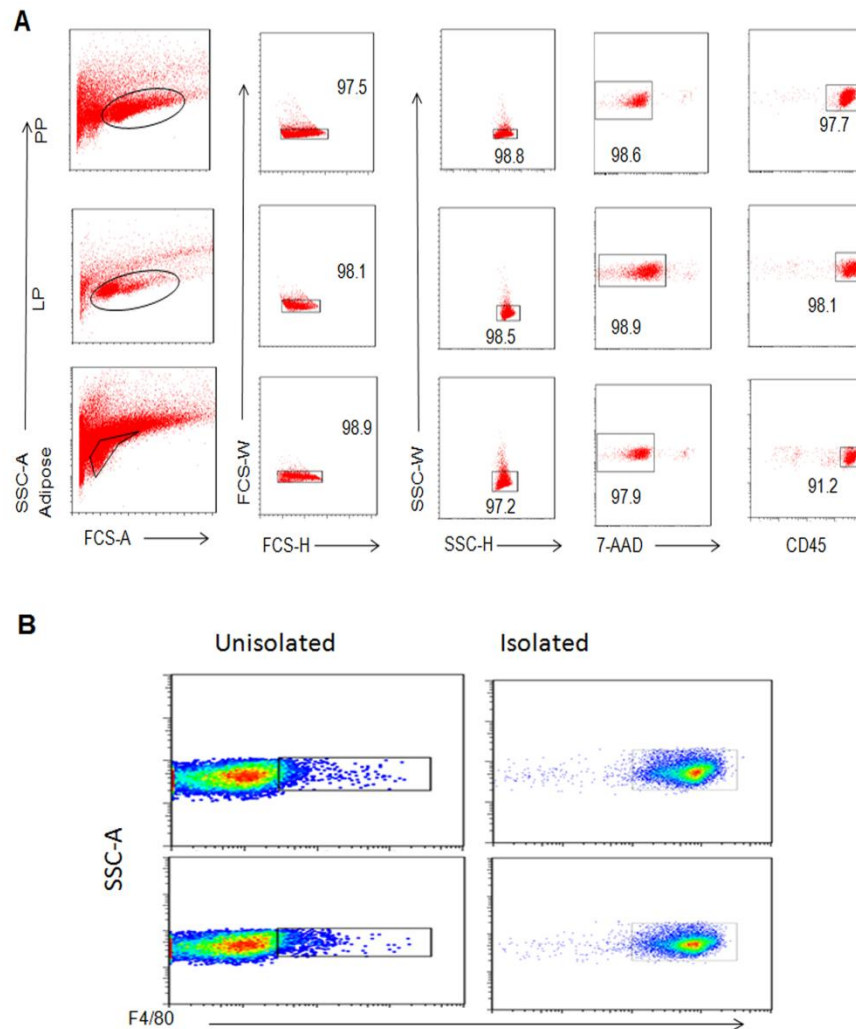

**Figure S1. Representative FACS Gating Scheme for Immune Cell Analyses in LP, PP and Adipose Tissues (A), and Flow Cytometry of Isolated Macrophages from Small Intestinal LP (B).** The macrophages were isolated using anti-F4/80 magnetic beads with two cycles.

Notably, macrophages in the LP, PP, MLN and spleen were not stained by FITC-, PE-,

APC- APC/cy7-, PerCP/Cy5.5- or PE/cy7-conjugated isotypic antibody control.

**Figure S2. Related to Figure 1.**

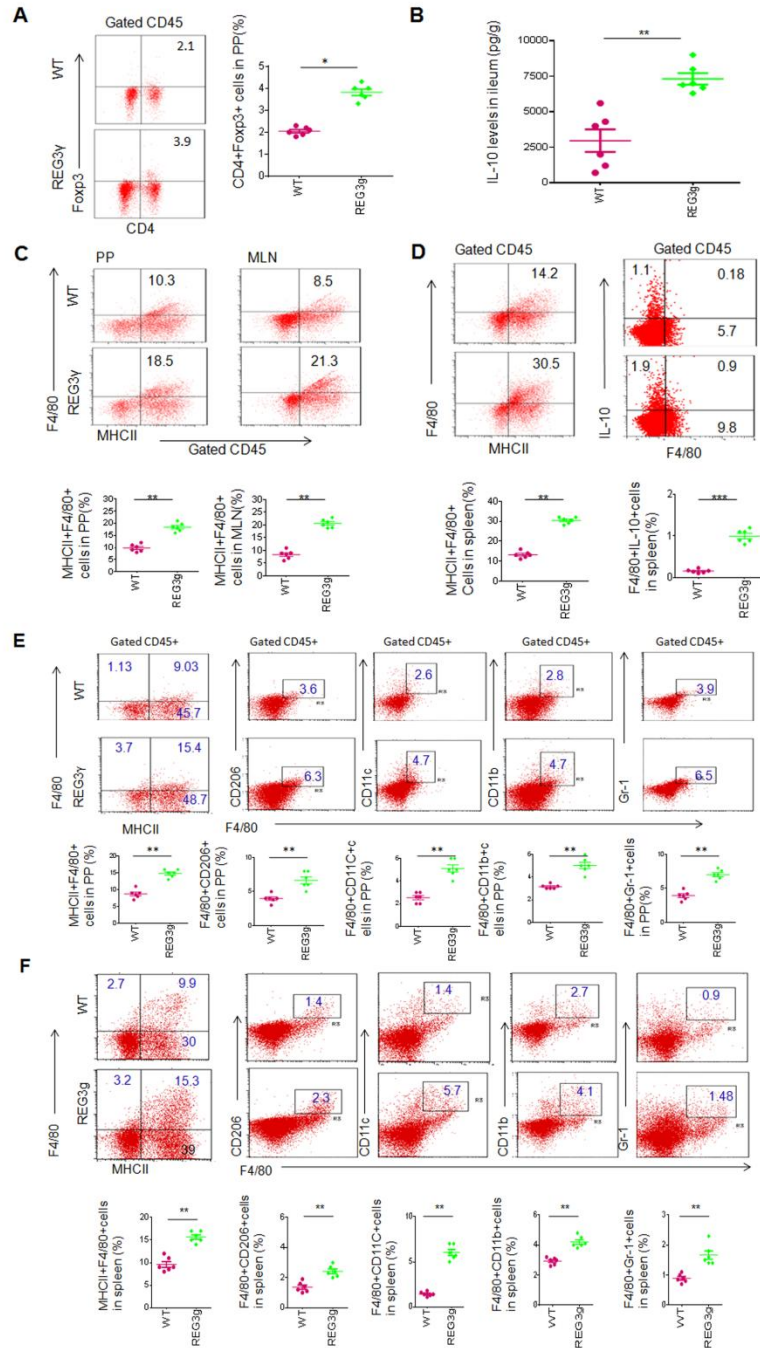

**Figure S2. Macrophages in Payer's Patch and Spleen of *HuREG3 $\gamma^{tgIEC}$*  Mice.**

(A) Flow cytometry of CD4(+)Foxp3(+) cells in small intestinal LP of huREG3 $\gamma^{tgIEC}$  and control littermate WT mice. Proportion of CD4(+)Foxp3(+) cells in WT and huREG3 $\gamma^{tgIEC}$  mice (REG3 $\gamma$ ) were compared (n=6, right). (B) ELISA of IL-10 in

ileum tissues of huREG3 $\gamma^{tgIEC}$  and control littermate WT mice. (C) Flow cytometry of MHCII(+)F4/80(+) macrophages in Payer patch (PP) and mesenteric lymphoid node (MLN) of huREG3 $\gamma^{tgIEC}$  (REG3g) and control littermate WT mice. MHCII(+)F4/80(+) macrophages in WT and huREG3 $\gamma^{tgIEC}$  mice were compared (n=6, lower). (D) Flow cytometry of MHCII(+)F4/80(+) and F4/80(+)IL-10(+) macrophages in the spleen of huREG3 $\gamma^{tgIEC}$  and control littermate WT mice. MHCII(+)F4/80(+) and F4/80(+)IL-10(+) macrophages in WT and huREG3 $\gamma^{tgIEC}$  mice (REG3g) were compared (n=6, lower;). (E and F) Flow cytometry of the macrophages in Payer's patch (E) and spleen (F) of *huREG3 $\gamma^{tgIEC}$*  (REG3g) and control littermate WT mice. Gated CD45<sup>+</sup> cells were analyzed by staining using surface markers MHCII, F4/80, CD11b, CD11C, Gr-1 and CD206 after double and dead cells were gated out according to supplementary Figure S2A. MHCII(+)F4/80(+), F4/80(+)CD206(+), F4/80(+)CD11C(+), F4/80(+)CD11b(+), F4/80(+)Gr-1 (+) cells in Payer's patch and spleen were compared (n=6) .

\*P<0.05, \*\*P<0.01 and \*\*\* P<0.001 (t-test, mean  $\pm$  SD). N.S, no significance; Data for all panels is a representative from two to three experiments.

**Figure S3: Related to Figure 1.**

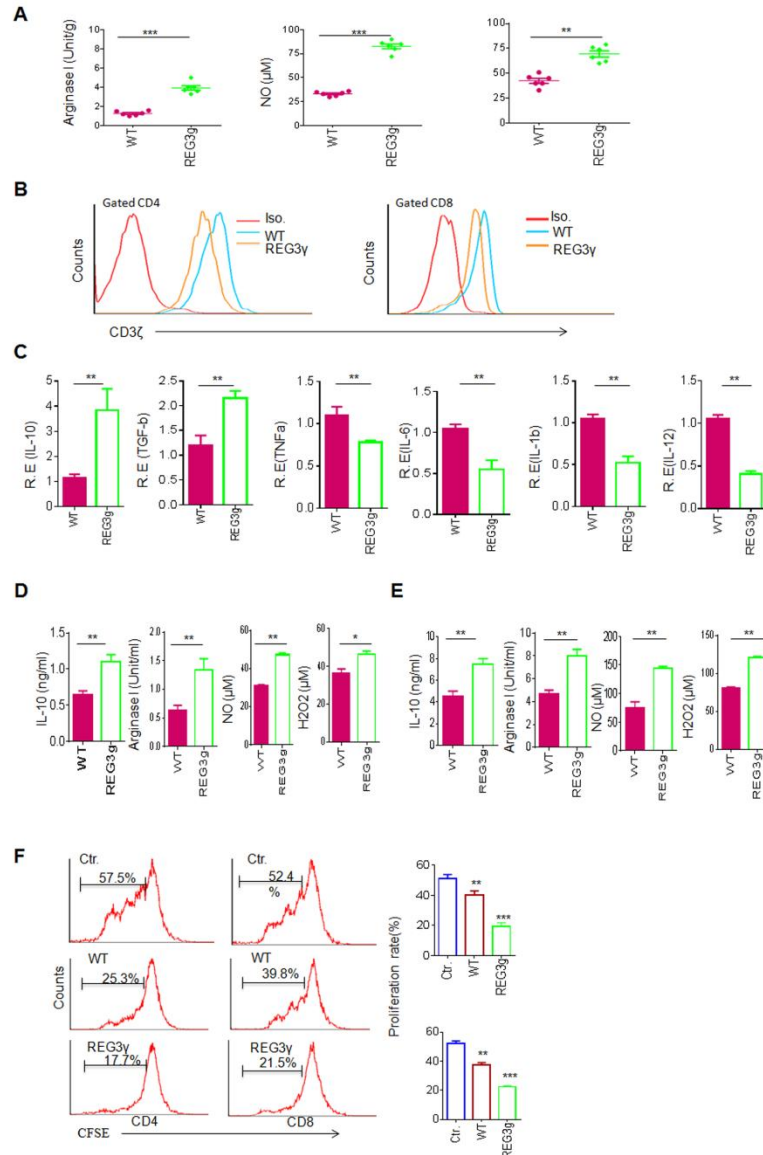

**Figure S3. REG3 $\gamma$  Promotes Homeostasis of Small Intestines.**

(A) Assays of arginase-1, H<sub>2</sub>O<sub>2</sub> and NO in the ileum tissue per gram of *huREG3 $\gamma$ <sup>tgIEC</sup>* (REG3 $\gamma$ ) or control littermate WT mice (n=6). Gut tissues was milled in liquid nitrogen and then lysed with non-denatured tissue lysis solution for assays. (B) Flow cytometry analyses of CD4 and CD8 zeta chain in the ileum tissues of *huREG3 $\gamma$ <sup>tgIEC</sup>*

(REG3g) and control littermate WT mice. One representative from 6 samples. (C) qRT-PCR of IL-10, TGF $\beta$ , TNF $\alpha$ , IL-6, IL-1 $\beta$  and IL-12 in the ileum tissues of *huREG3 $\gamma^{tgIEC}$*  and control littermate WT (n=6). (D and E) Analyses of IL-10, arginase-1, NO and H<sub>2</sub>O<sub>2</sub> in the supernatants of isolated macrophages with (D) or (E) without stimulation of heated dead *Lactobacillus NK318.1* (Macrophages: *Lactobacilli*: 1:20). Macrophages were isolated from WT and *huREG3 $\gamma^{tgIEC}$*  mice (REG3 $\gamma$ ) using magnetic beads. (F) Proliferation rate (%) of CD4 and CD8 in the presence of macrophages isolated from WT or *huREG3 $\gamma^{tgIEC}$*  mice (REG3 $\gamma$ ). Proliferation rate (%) of CD4 and CD8 in the presence of macrophages isolated from WT or *huREG3 $\gamma^{tgIEC}$*  mice (REG3g) were compared (n=6). Ctr.. without macrophages

\*P<0.05, \*\*P<0.01 and \*\*\* P<0.001 (*t-test* in A, C, D and E, mean  $\pm$  SD; one-way analysis of variance in F). N.S, no significance; Data for all panels is a representative from two to three experiments.

**Figure S4: Related to Figure 2**

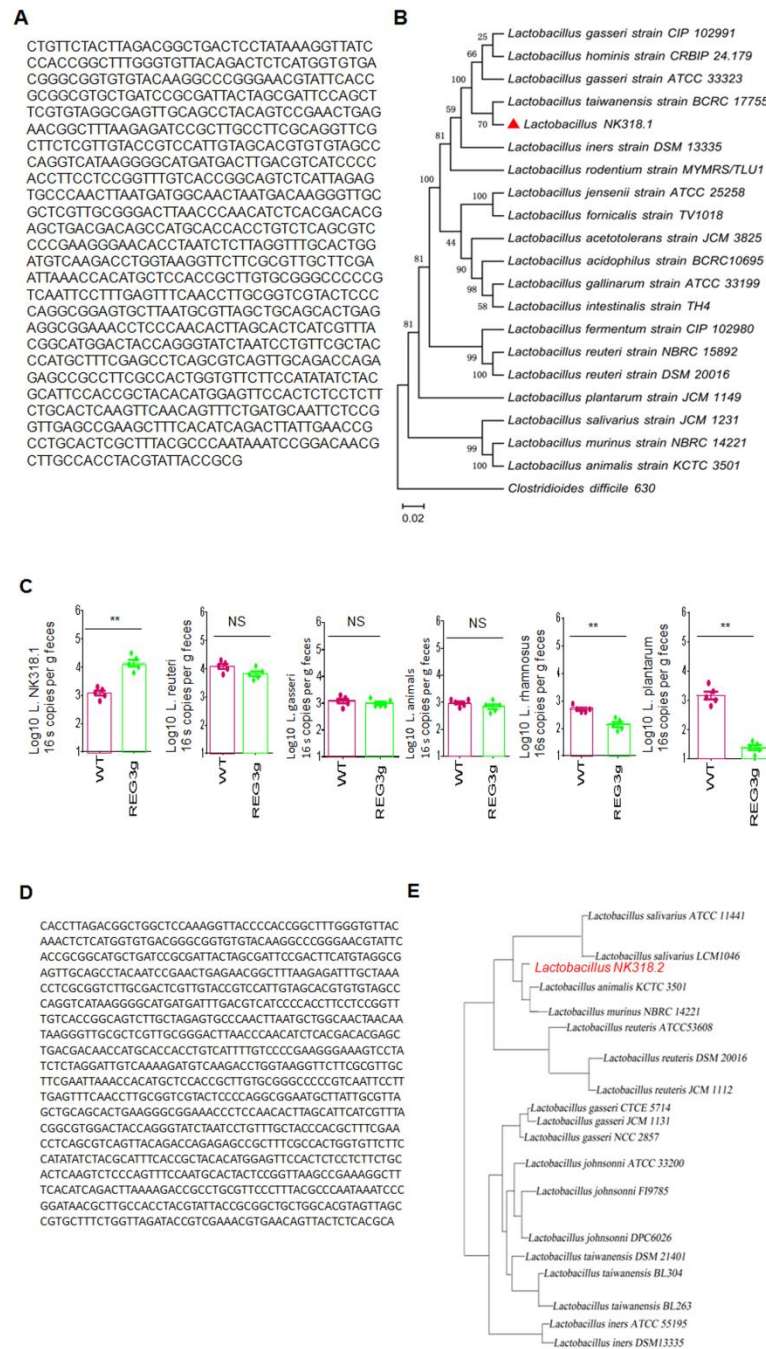

**Figure S4. Characteristics of *Lactobacillus NK.1* and *Lactobacillus NK.2* 16s rRNA.** (A) Sequence of *Lactobacillus NK318.1*. The 16s rRNAs from *Lactobacillus NK318.1* were extracted and sequenced by primers (Forward, 5'-AGCAGTAGGGAATCTTCCA; Reverse, 5'-CACCGCTACACATGGAG). *Lactobacilli* were isolated using Rogosa SL selective medium. Colonies were identified and purified for 16s rRNA sequence analyses for speciation of colonial genotype. The lactobacilli were further cultured in MRS media and also grown on

MRS agar containing 10% sucrose. Anaerobic conditions were generated with sachets of AnaeroPack-Anaero in an air-tight jar. **(B)** Phylogenetic tree showing relationships among 16S rRNA gene sequences of species in the *Lactobacillus NK318.1* group and species representing different lineages within the genus *Lactobacillus*. Numbers at nodes represent bootstrap percentages obtained by repeating analysis 1000 times. Scale bar = 0.02 estimated substitutions per site. Clostridioides, outgroup bacteria. **(C)** 16S rRNA analyses of different *Lactobacillus* strains in the feces of *huREG3 $\gamma^{tgIEC}$*  (REG3 $\gamma$ ) and control littermate WT mice (n=5, male) fed normal chow. 16S rRNA copies of *Lactobacillus NK318.1*, *Lactobacillus reuteri*, *Lactobacillus gasseri*, *Lactobacillus animalis*, *Lactobacillus rhamnosus* and *Lactobacillus plantarum* were analyzed using q-PCR. **(D)** Sequence of *Lactobacillus NK318.2*. The 16S rRNAs from *Lactobacillus* were extracted and sequenced by primers (F: 5'-AGAGTTTGATCATGGCTCAG-3' R: 5'-TAGGGTTACCTTGTTACGACTT-3'). This strain *Lactobacillus* was named as *Lactobacillus NK318.2*. **(E)** Homology of isolated *Lactobacillus NK318.2* with other bacteria. The gut *Lactobacillus* were selected and cultured in *Lactobacillus* selected medium (Barebio, China). Phylogenetic tree showing relationships among 16S rRNA gene sequences of species in the *Lactobacillus animal* isolates, including *Lactobacillus* and species representing different lineages within the genus *Lactobacillus*.  
 \*P<0.05, \*\*P<0.01 and \*\*\* P<0.001 (t-test, mean  $\pm$  SD). N.S, no significance; Data for all panels is a representative from two to three experiments.

**Figure S5. Related to Figure 2.**

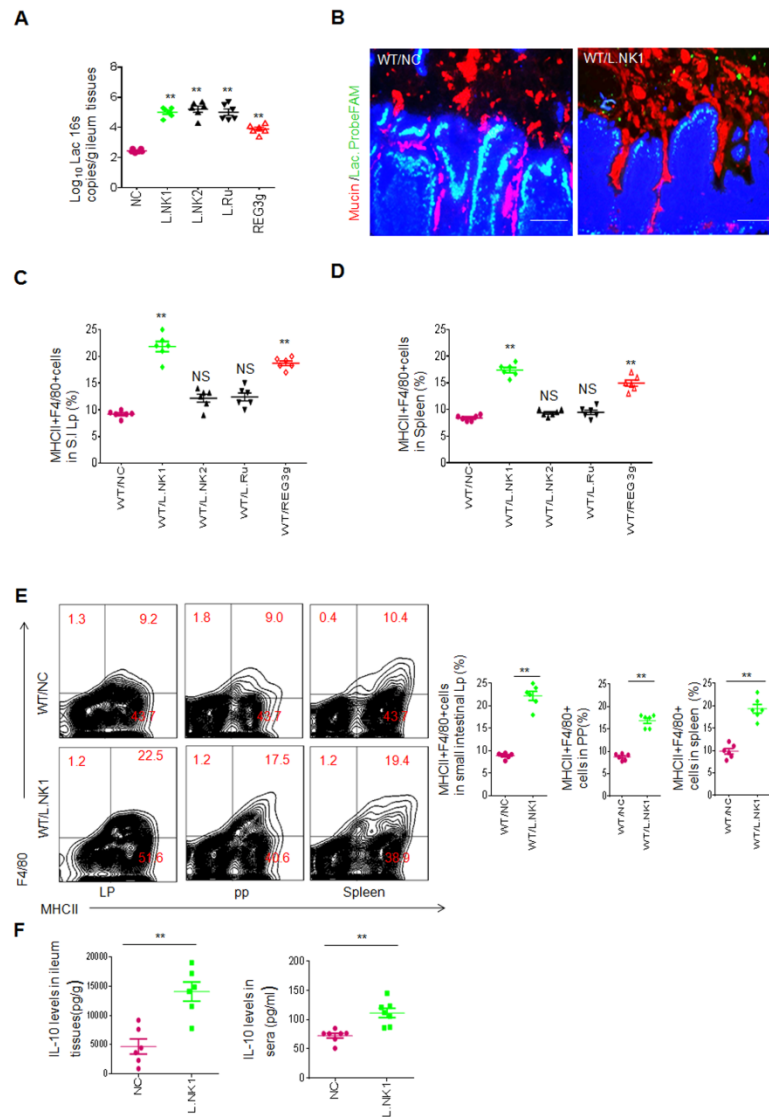

**Figure S5. REG3 $\gamma$ -Associated *Lactobacillus* NK318.1 Induces MHCII(+)F4/80(+)CD11C(+) Macrophages in Pan-Antibiotics Treated WT Mice.**

(A) Q-PCR of *Lactobacillus* in the ileum tissues of mice with *Lactobacillus* NK318.1 (WT/L.NK1), *Lactobacillus* NK318.2 (L.NK.2), *Lactobacillus reuteri* (L.Ru) and *huREG3 $\gamma$ <sup>tgIEC</sup>* feces (REG3  $\gamma$ ) or without (WT/NC) orally gavage with *Lactobacillus* NK318.1. (B) Fluorescence in situ hybridization and immunostaining of ileum fragments in mice with (WT/L.NK.1) or without (WT/NC) orally gavage with

*Lactobacillus NK318.1*. Ileum fragments of mice were prepared for fluorescence in situ hybridization by fixation in Carnoy's fixative. Tissue sections were stained by anti-mucin 2 antibody (red ) and hybridized to a probe (Lac663: FAM-O-ACATGGAGTTCCACT) that recognizes the *Lactobacillus* 16S rRNA (green), a non-specific scrambled probe and counterstained with DAPI to visualize nuclei (Blue). Scale bars=40  $\mu\text{m}$ . (C and D) Comparison of the macrophages in the LP (C) and spleen (D) of mice orally infused with different kinds of *Lactobacillus*. The cells from the spleen of the mice after orally gavage with different *Lactobacillus* strains ( $1 \times 10^9$ , once/week for three times) were stained using the indicated antibodies and analyzed using flow cytometry. (E) Flow cytometry of MHCII(+)F4/80(+) macrophages in the LP, PP and spleen mice with (WT/L. NK.1) or without (WT/NC) orally gavage with *Lactobacillus NK318.1*. MHCII(+) F4/80(+) cell populations in mice with (L.NK.1) or without (NC) *Lactobacillus NK318.1* (n=6) were compared on the right. (F) Assays of IL-10 in the ileum tissues and sera of WT mice with (L. NK1) or without (NC) orally gavage with *Lactobacillus NK318.1*.

\*P<0.05, \*\*P<0.01 and \*\*\* P<0.001 (t-test, mean  $\pm$  SD). Data are a representative of three independent experiments.

**Figure S6.**

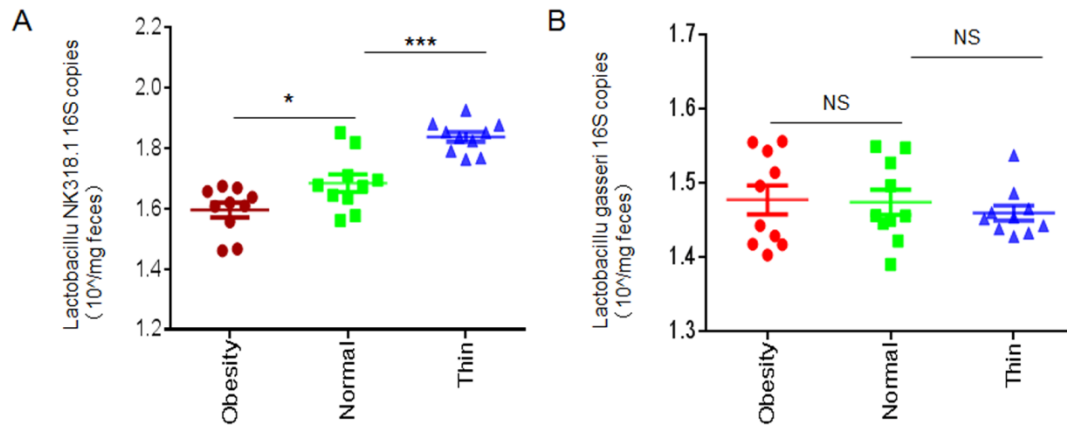

**Figure S6. *Lactobacillus NK318.1* Is Related to Obesity in Human.** Q-PCR of *Lactobacillus NK318.1* (A) and *Lactobacillus gasseri* (B) in normal (BMI (Body Mass Index): 18.5-23.9), obesity (BMI, 28-32) and thin (BMI less than 18.5) individuals (n=15, 23-24 years old male individuals without using antibiotics past one month).

How the deposited data were processed for this re-analysis (not part of the article)

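Each of 4 Affymetrix 3′ expression arrays carried RNA of 1 group: Peyer's patch of GF mice, Peyer's patch of GF mice colonized with Lactobacillus NK318.1, and epithelial cells of each. The Figure 3 legend gives pooled samples (n = 6), so the mice of a group cannot be compared with each other. The deposited values are a linear intensity per probe set that the authors made with MAS5, and the MAS5 version and its settings are not given in the sources used here. The methods of the paper also name R v.2.13.0 and limma.

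The deposited intensity was used without further scaling. Beside the 45037 probe sets used, 64 controls were set aside and used only for the 3′ to 5′ ratios and the hybridization spikes, whose median signal over 9 probe sets was 412 and 459 in the GF and colonized Peyer's patch and 775 and 1746 in the epithelial cells. Of the probe sets used, 9160 have no gene in the annotation table. Those that name several genes were left out, and the rest stand for 18193 genes. Each gene was represented by its probe set with the highest mean log2 intensity over the 4 arrays. Not every gene named in the paper is reported here. The floor was the median over arrays of the 40th percentile of intensity. Above it lay 59.1% and 59.4% of the probe sets in the GF and colonized Peyer's patch and 60.8% and 61.0% in the epithelial cells.

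The ratio of colonized to GF was taken within each tissue, on the log2 scale. With 1 array per group no test, p-value or spread between mice exists. Genes were counted at 2-fold, the fold limit in the methods of the paper. Fold changes against a value raised to the floor are lower bounds. Each gene list was described by the median log2 ratio of its measured members, set against 10000 random lists drawn to match the members in 20 bins of mean signal. A list of at least 5 measured members counted as higher or lower when its median fell outside the 2.5th to 97.5th percentile. Such lists take genes as independent, which genes of 1 cell type are not.

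The 47 gene lists, the floor, the fold limit, the rule for named genes and the alternatives were fixed before the data were examined. The long bars on X and Y in Figure 3A and the pathway names in Figures 3B and 3C had been seen by then. The lists for stomach, ileum and proximal small intestine were written later, from genes already seen. Genes are named in the text if they are among the 10 with the highest or lowest ratio in a tissue, among the 4 highest or lowest of a list, sex-linked, or named in the paper; Socs3, Ctrc, Cldn18, Psca, Atp4a, Atp4b, Ighm and Aldh1a1 fall outside this rule and were chosen after their values were seen.

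Alternatives were median centring, quantile normalization, a floor at the 25th or 60th percentile, no floor, the mean over the probe sets of a gene, leaving out less specific probe sets, limits of 1.5-fold and 4-fold, and leaving out sex-linked and acinar genes. A further one, without the members of several cell type lists, was chosen after seeing the data. The procedure was tested on simulated data made from each tissue's own signals. It found 50 of 50 genes set to differ 3-fold in the Peyer's patch and 49 of 50 in the epithelial cells. Of the unchanged genes, 0 of 12483 and 78 of 13616 passed 2-fold. The simulation took the spread between arrays from the data, since none was measured. Its counts were not split by signal, so they do not show how often a call near the floor is right. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.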

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

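The tests of the sex of the pools, pancreatic RNA, stomach RNA, the stretch of intestine, array scaling and the share of macrophages were chosen after the result was seen, for pancreatic RNA in the pathway names of Figure 3C; the enterocyte median was not, but the villus share from abundant markers was. The paper gives no array value for the genes or lists taken up here, although it discusses REG3γ of Paneth cells and T cells by other methods.

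Xist was higher in both colonized arrays, with log2 ratios of 7.72 in the Peyer's patch and 6.71 in the epithelial cells. Eif2s3y (−4.27 and −3.24), Kdm5d (−3.41 and −2.55) and Uty (−1.30 and −1.36) were lower in both, as bounds. These values are consistent with GF pools of mainly male and colonized pools of mainly female mice, since the 3 measured Y-linked genes of the test ran against Xist, although Sry, with signals of 28.0, 32.4, 32.1 and 36.9, did not follow. The methods name male or female C57BL/6 mice and state that mice were matched for age and gender. Pools that differed in sex would depart from that matching. The sex of the GF mice is not given in the sources used here. Colonization then coincides with sex in both tissues, and no comparison of these arrays separates the 2.

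In the epithelial cells Gkn2 (9.33 or more), Gkn1 (8.45 or more) and Tff2 (6.41) were far higher and lymphocyte genes lower (median −1.82) in the colonized array, which also had the higher 3′ to 5′ ratios. Pancreatic RNA in that pool cannot be told apart from other sources. Above 0 lay 83.9% of measured acinar genes, though not Spink1 (−0.74) or Pnliprp2, whose GF signals were already 1934 and 1623. The acinar list follows a pathway already seen, holds Tff2, and tests neither the gastrokines nor the lymphocyte genes. The islet list follows no such pathway and had a median of 0.86, with Ins2 at 4.37 and Iapp at 2.93. Of its 10 measured genes 2 lay below 0, and it shares Sst with the enteroendocrine genes. Stomach RNA cannot be told apart either. Outside the 10 highest genes, 7 of 14 stomach genes (50%) were at least 2-fold higher, such as Cldn18 (3.00 or more) and Psca (2.88). The parietal cell genes Atp4a (0.37) and Atp4b (0.086) were not, which bears only on stomach mucosa that holds parietal cells. The stomach list was made from genes already seen. A different stretch of small intestine stays open for the ileal and proximal genes, on lists made the same way. Ileal genes had a median of −1.03 and proximal genes 0.14, inside the central range of random lists. The gap of 1.17 came from the ileal side. Neither list holds the gastrokines or Ins2, so that explanation was not tested for them. An effect of colonization on the epithelium stays open and was not tested apart from pancreatic RNA, stomach RNA and the stretch of intestine.

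In the Peyer's patch, the interferon-stimulated genes had a median of −0.78. After quantile normalization it was −0.77, which argues against array scaling. The enterocyte list had a median of −0.11, but 15 of its 20 measured members lay under 2 times the floor, so that value is close to background. A different share of villus epithelium is excluded for the interferon-stimulated genes by 22 markers abundant in epithelial cells. These allow a villus share of at most 6.34% of the Peyer's patch RNA. That share could bring 5.74% of the difference in signal of the median interferon-stimulated gene. It could bring the whole difference of 2 of the 92 genes at least 2-fold apart, Abcc3 and Aldh1a1. A smaller share of macrophages and dendritic cells is left open, although their 49 markers outside the list had a median of −0.29, and 0 of 27 and 1 of 23 were at least 2-fold lower, against 16 of 41, since the quartiles of the markers and the list overlapped narrowly (−0.56 and −0.54). Colonization, the sex of the pools and chance differences between pools were not tested apart.

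The medians of 4 lists lay on opposite sides of 0 in the 2 tissues, beyond the central range of the random lists in each. They were 0.23 in the Peyer's patch and −0.52 in the epithelial cells for Paneth and antimicrobial genes (in the Peyer's patch 5 of the 7 measured lay under 2 times the floor, so that value is close to background), 0.21 and −0.51 for T cell markers, −0.38 and 0.42 for cell cycle genes, and −0.22 and 0.81 for fibroblast and matrix genes. The difference between the tissues was not tested.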

How the results depend on the processing

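Within each tissue no paired analysis was possible because each group had 1 array. Of 40 counts of genes, 30 stayed within 1.5 times the value at 2-fold. In the Peyer's patch the higher genes numbered 118 at 1.5-fold, 4 at 4-fold and 29 without a floor, and the lower genes 349 and 8 at these limits. In epithelial cells they were 1292 and 65 higher, with 235 higher when probe sets of a gene were averaged, and 943 and 29 lower. Leaving out sex-linked, interferon-stimulated, pancreatic, stomach, lymphocyte, muscle and matrix genes, chosen after seeing the data, left 18 higher and 49 lower in the Peyer's patch and 308 and 193 in epithelial cells. Of 119 medians of the main lists, 110 kept their call. The JAK-STAT list in epithelial cells joined the lower lists at −0.067 without sex-linked and acinar genes, −0.089 with median centring, −0.085 with the floor at the 60th percentile and −0.051 with averaged probe sets. The Toll-like receptor list was no longer called in the Peyer's patch at −0.088 (60th percentile) and −0.056 (averaged), and was called lower in epithelial cells at −0.11 (25th percentile), −0.11 (no floor) and −0.090 (averaged). Of 618 other medians, 564 kept their call. The muscle list in epithelial cells went from 0.29 to −0.11 with the floor at the 60th percentile, and Slc4a4 from 1.03 to −0.069 with averaged probe sets. Of 6451 ratios of named genes, 6287 stayed within 1.5-fold. The cause was not tested.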

Differences from the paper's values

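The paper gives no value for these arrays, so directions are compared. It draws the 6 pathways of Figure 3B from genes expressed more highly after colonization, while the legend of that figure speaks of differentially expressed genes. Here none of the measured members of the 6 lists was at least 2-fold higher in the Peyer's patch, in the values as deposited or in any of the 8 other settings in which members were counted. Among the lists named after the other pathways in Figure 3B, those for antigen processing and for protein processing in the endoplasmic reticulum did hold higher genes, all of them heat shock genes. At 1.5-fold the values as deposited gave 4 higher and 7 lower JAK-STAT genes, 2 and 6 Toll-like receptor genes, 0 and 4 NF-κB genes, 1 and 3 TNF genes, 0 and 4 genes of the IgA network and 2 and 11 cytokine and receptor genes. The lists are not the KEGG sets, and the enrichment itself was not repeated.

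For the epithelium the paper states that immune pathways were unaffected. In the values as deposited, the median of 5 of the 6 lists lay within the central range of the random lists, but the JAK-STAT list lay below it in 4 other settings and the Toll-like receptor list in 3. The cytokine and receptor list lay below it. So did, among lists the paper does not treat as pathways, those of T cells, cytotoxic lymphocytes, interferon-stimulated genes (−0.27), B cells (−0.22), macrophages (−0.19) and dendritic cells (−0.16). The paper reports more F4/80 macrophages in the Peyer's patch by flow cytometry; here Adgre1, the gene of F4/80, had a log2 ratio of −0.54 in RNA of the whole patch.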

Other observations

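By the probe set used for each gene, all 40 measured cell cycle genes had a lower signal in the colonized than in the GF Peyer's patch array, with Aurkb at −0.74 and Ccnb2 at −0.72, although other probe sets of some were higher, such as 0.24 for Foxm1 and 0.19 for E2f1. All 19 plasma cell and immunoglobulin genes were lower in the same way, with a median of −0.32, among them Prdm1 (−0.94), the regulator of plasma cell fate, and Igha (−0.32), again with exceptions among other probe sets, such as 0.58 for Ighm. Complement genes had a median of −0.47, with Serping1 at −1.03 and C1qa at −0.72. Macrophage markers had −0.30, with Apoe at −0.85 and Mrc1, which encodes CD206, at −0.42, against Marco at 0.40 and Fcgr1 at 0.29. Genes of anti-inflammatory macrophages had −0.036, at percentile 42.5, from Lyve1 at −0.96 to F13a1 at 0.98 or more. The matrix genes Bgn (−1.11) and Col5a2 (−1.07) were lower. Stress genes had a median of −0.048, at percentile 38.6, with 3 at least 2-fold higher, all heat shock genes, and 2 lower, Ccn1 (−1.72) and Dusp1 (−1.55), while Fosb was at 0.96 or more.

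In the colonized epithelial array, enteroendocrine and tuft cell genes had a median of 0.77, with Dclk1 and Alox5ap, both of tuft cells, at 2.67 and Rgs13 at 2.56. The probe set used for Dclk1 had a GF signal of 16.9, near the floor, and 4 others gave 0.68 to 1.56. The enteroendocrine and tuft cell genes share Ghrl (2.57) with the stomach genes, which had a median of 2.57. They share Sst (0.89) with the islet genes, so RNA of either organ stays open here as well. Their highest member, Gip (2.76), is also the highest of the proximal small intestine genes, so a different stretch of intestine stays open too. Goblet cell genes had 0.42, from Muc2 at −0.34 to Muc1 at 1.88. Matrix genes such as Dpt (2.66) and Dcn (1.94) were higher, and so was Mki67 (1.06), a gene of dividing cells. The peptidases and amino acid transporters of the brush border had a median of −0.76, with Naaladl1 at −1.46 and Anpep at −1.23, the genes of fat absorption −0.45 (Cd36 −1.25), those of carbohydrate absorption −0.31 and those of bile handling −0.26. Reg3a had −1.96, while Reg1 had 1.58 and Retnlb 1.44 or more.

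Of 12260 genes measured in both tissues, 7 were at least 2-fold lower in both, against 0.82 if the tissues were independent: Cmpk2, Eif2s3y, Gzma, Kdm5d, Rgs1, Rsad2 and Uty. Hsph1 and Xist were higher in both. A further 7, including Fn1 and Mgp, were lower in the Peyer's patch and higher in the epithelial cells, against 1.51. Of the genes shared in direction, Eif2s3y, Kdm5d, Uty and Xist are sex-linked. A difference in the sex of the pools would appear in both tissues, so independence is not a fair expectation for these genes.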
